# Maternal under-nutrition during pregnancy alters the molecular response to over-nutrition in multiple organs and tissues in nonhuman primate juvenile offspring

**DOI:** 10.1017/S2040174424000163

**Published:** 2024-11-07

**Authors:** Laura A. Cox, Sobha Puppala, Jeannie Chan, Angelica M. Riojas, Kenneth J. Lange, Shifra Birnbaum, Edward J. Dick, Anthony G. Comuzzie, Mark J. Nijland, Cun Li, Peter W. Nathanielsz, Michael Olivier

**Keywords:** Developmental programming, nonhuman primate, intrauterine growth restriction, western diet

## Abstract

Previous studies in rodents suggest that mismatch between fetal and postnatal nutrition predisposes individuals to metabolic diseases. We hypothesized that in nonhuman primates (NHP), fetal programming of maternal undernutrition (MUN) persists postnatally with a dietary mismatch altering metabolic molecular systems that precede standard clinical measures. We used unbiased molecular approaches to examine response to a high fat, high-carbohydrate diet plus sugar drink (HFCS) challenge in NHP juvenile offspring of MUN pregnancies compared with controls (CON). Pregnant baboons were fed *ad libitum* (CON) or 30% calorie reduction from 0.16 gestation through lactation; weaned offspring were fed chow *ad libitum*. MUN offspring were growth restricted at birth. Liver, omental fat, and skeletal muscle gene expression, and liver glycogen, muscle mitochondria, and fat cell size were quantified. Before challenge, MUN offspring had lower body mass index (BMI) and liver glycogen, and consumed more sugar drink than CON. After HFCS challenge, MUN and CON BMIs were similar. Molecular analyses showed HFCS response differences between CON and MUN for muscle and liver, including hepatic splicing and unfolded protein response. Altered liver signaling pathways and glycogen content between MUN and CON at baseline indicate *in utero* programming persists in MUN juveniles. MUN catchup growth during consumption of HFCS suggests increased risk of obesity, diabetes, and cardiovascular disease. Greater sugar drink consumption in MUN demonstrates altered appetitive drive due to programming. Differences in blood leptin, liver glycogen, and tissue-specific molecular response to HFCS suggest MUN significantly impacts juvenile offspring ability to manage an energy rich diet.

## Introduction

In 2021, the United States Department of Agriculture (USDA) revealed that 12.5% of US households with women of reproductive years and children experienced food insecurity.^1^ Poor maternal nutrition during pregnancy is linked to intrauterine growth restriction (IUGR) and adverse lifecourse health outcomes in offspring. Human epidemiological studies and controlled nutrient reduction studies in rodents and sheep show that a suboptimal intrauterine environment leading to IUGR alters the trajectory of fetal development with profound effects on life-time offspring health (reviewed in).^2^ IUGR is strongly associated with heart disease, hypertension, obesity, and diabetes in adult offspring of these suboptimal pregnancies. For example, rats fed low-protein diets have high blood pressure from early postnatal life.^3^ In addition, offspring of low-protein fed dams have increased susceptibility to diabetes, insulin resistance, and hypertension when fed a high-fat diet.^4^ similar to what has been observed in human epidemiological studies.^5^

To date, studies of mechanisms by which maternal under nutrition (MUN) during pregnancy programs offspring health have been conducted primarily in rodents making it difficult to extrapolate to humans due to significant developmental (and nutritional) differences between rodents and nonhuman primates (NHP).^6^ For example, at birth several rodent organs such as kidney are developmentally similar to mid-gestation stages in primates due to the need for rodent organs to be functional at birth.^7^ This difference alters the trajectory of rodent organ development compared with primates. These differences are apparent for both cellular and molecular properties.^8^ The NHP model of MUN leading to IUGR offers the advantages of defining offspring phenotype and mechanisms using a model that is physiologically and genetically similar to humans and for which the environment can be controlled.

In previous studies, we showed in NHP that MUN (70% of total calories fed *ad libitum* to control (CON) dams) during pregnancy results in IUGR in both female and male offspring.^9^ We demonstrated that MUN affected the transcriptome and energy storage in the developing fetal liver via epigenetic changes in phosphoenolpyruvate carboxykinase signaling.^10,11^ In addition, we found effects on the fetal liver transcriptome through increased RNA splicing and potential metabolic alterations with increased enrichment of genes for fatty acid beta oxidation signaling.^12^ Abundance of orexigenic neuropeptide Y was increased, anorexigenic proopiomelanocortin was decreased, and leptin signaling down-regulated in the hypothalamus of 0.9 gestation IUGR fetuses,^13^ consistent with reduced fetal nutrition programing offspring for increased appetite and later life obesity. These changes are similar to those shown in rodent models where gene expression for orexigenic peptides increases with corresponding decreases in gene expression for anorexigenic peptides in hypothalamic arcuate (ARH) nuclei of IUGR offspring.^14^ These hypothalamic peptide and leptin feedback signaling changes suggest that MUN resulting in IUGR alters energy sensing pathways and increases appetite. Consistent with these findings, studies in pre-pubertal MUN baboons show altered peripheral insulin sensitivity, potentially predisposing these animals to early onset of type 2 diabetes.^15^

Based on our studies of MUN effects on the NHP fetus, we hypothesized that fetal programing by MUN persists postnatally, which alters the molecular response to the dietary mismatch of an energy dense diet, and that these molecular signaling alterations in metabolic systems precede alterations in standard clinical metabolic measures. Due to rodent-primate genetic differences in organ development and for identification of molecular systems altered by developmental programing in primates, we thought it is important to use an unbiased approach to address our hypothesis because targeted measures based on rodent studies would potentially miss important molecular changes.

Our study included MUN juvenile baboons aged ~ 4.5 years old and age-matched CON that were maintained on a low cholesterol, low fat diet from weaning until study initiation. We assessed whole body, cellular, and molecular responses before and after a 7-week *ad libitum* high-fat, high-carbohydrate, high-salt Western style diet supplemented with a high fructose drink (HFCS).

We found that fetal programing persists in NHP offspring with significant differences between juvenile MUN and CON offspring before the diet challenge. Interestingly, the tissue-specific response to the HFCS challenge, in both the numbers of genes and molecular pathways impacted, emphasizes the dramatic differences across multiple tissues in MUN offspring compared to CON animals when fed an energy dense diet. Our findings demonstrate that *in utero* exposure to MUN alters molecular pathways and regulatory mechanisms that likely lead to major changes in appetite, and energy management and storage in MUN juvenile offspring.

## Methods

### Ethics statement

All animal procedures and study protocols were approved by the Institutional Animal Care and Use Committee at Texas Biomedical Research Institute and conducted in Association for Assessment and Accreditation of Laboratory Animal Care approved facilities at the Southwest National Primate Research Center.

### Animal selection and management

Baboon housing, feeding, and environmental enrichment were previously published.^16^ All dams spontaneously delivered offspring at full term. Offspring were reared with their mothers in group housing until weaning at ~ 9 months, and then maintained on chow diet until diet challenge.

### HFCS diet challenge and sugar drink consumption

At ~ 4.5 years of age (human equivalent 13 years), 6 CON offspring (3 females, 3 males) and 6 age-matched MUN offspring (3 females, 3 males) were challenged with a 7-week *ad libitum* HFCS diet, high fructose drink with free access to water (Fig. 1A). HFCS diet and high fructose drink details were previously published.^17^

Baboons ran once per week into individual feeding cages, passing over an electronic weighing scale, and fed *ad libitum* HFCS diet for 16 hours. High fructose drink and water were provided in Lixit waterers (Lixit, Napa, California) with gauges to measure consumption for each animal, and consumption adjusted to each animal’s body weight.

### Health assessment and morphometric measurements

Animal weights were obtained weekly.^16^ Morphometric measurements were collected at baseline and end of challenge. Baboons were sedated with 10 mg/kg Ketamine Hydrochloride (Ketaset, Iowa) administered intramuscularly. Hair was removed around the waist and hip circumference lines for accurate measurements. Body length (recumbent length) was measured using an anthropometer (Catalog #N101, SiberHegner Ltd Switzerland) from head crown to right tibia. Anterior-posterior abdominal distance was measured from the plane of the back to the anterior point of the abdomen at the level of navel. Waist circumference was measured mid-way between the lowest point of the ribs in the mid-axillary line (costal margin) (10^th^ rib) and iliac crest in the mid-axillary line. Hip circumference measurements at the point of maximum circumference over the buttocks. Body Mass Index (BMI) was calculated by dividing the weight in kilograms by the crown-rump length in cm^2^ (Figure 1B).

### Blood and biopsy collection:

Blood and tissue biopsies from liver (right lobe), skeletal muscle (vastus lateralis), and adipose (omental) were collected at baseline and after the 7 week challenge. Animals were fasted overnight and immobilized with inhalation anesthesia with isoflurane (1.5%, v/v), and percutaneous venipuncture performed on the femoral vein just caudal to the femoral triangle. A 10 mL vacutainer tube was drawn for serum and a 10 mL Na_2_EDTA vacutainer tube was drawn for plasma. Plasma samples were assayed in duplicate. Needle biopsies of 25 mg liver, 5 mg muscle, and 1 gm omental fat were collected from sites aseptically prepared and locally infiltrated with lidocaine. Tissues were placed in tubes, snap frozen in liquid nitrogen, and stored at −80°C.

### Body composition (DEXA scans)

Body composition was measured by dual-energy X-ray absorptiometry scan (DEXA; Lunar Prodigy; GE Medical Systems, Madison, WI). Animals were placed in supine position on the DEXA bed and extremities positioned within the scanning region. Scans were analyzed using encore2007 software version 11.40.004 (GE Healthcare, Madison, WI). Total body, torso, and each arm and leg, waist, hip region compositions were determined.

### Histological analysis of liver and omental adipose biopsies

Frozen fat and liver samples were simultaneously defrosted and fixed in cold formalin, and processed using graded alcohols, xylene, and paraffin embedded. Paraffin blocks were cut in 3 mm sections and processed simultaneously to ensure consistency. Details are described previously (PMID: 19574404).

Liver sections were stained with Oil Red O to quantify lipid content (Abcam, Catalog #ab150678) and separate sections with Periodic acid Schiff (PAS) to quantify glycogen content (Abcam, Catalog #ab150680). Images of sections were captured at 10x magnification using an Olympus BX-41 microscope and QImaging QIcam 12-bit Fast 1394 camera with Bioquant Osteo 2013 software. Three slides per animal per diet were analyzed with six pictures (2650 × 1920 pixels) taken from each slide at 2, 4, 6, 8, 10, and 12 o’clock positions and analyzed using NIH Image J version 1.49d software.^18^ Analyses included measuring fraction (area of positive stained × 100%) for Oil Red O, and density (in arbitrary density units) for PAS.

Adipose tissue sections were stained with hematoxylin and eosin, and adipocytes counted using the multipoint tool in Image J. Freehand selection and brush selection tools were used to obtain areas of the field of view without adipocytes. Sums of non-adipocyte areas were subtracted from the total image area to obtain the area of adipocytes. Adipocyte area was divided by total number of adipocytes to obtain average adipocyte size for each field of view. To convert pixel area obtained from Image J into micrometers, each area was multiplied by pixel size squared (0.769231^2^ = 0.59171633).^19^

### Skeletal muscle mitochondrial number

Genomic DNA was extracted from skeletal muscle biopsies according to the manufacturer’s protocol (Qiagen DNA Purification Kit). Quantitative PCR (qPCR) was performed by SYBR green PCR Kit (Thermo Fisher) with baboon endothelial lipase exon 5 specific primers as the single gene endogenous control (Forward, 5’-TGCACACCCAGGCTTAACTTGT-3’; and Reverse, 5’-CCCAAGACATCGTTGAGTCCAC-3’) and baboon mitochondrial sequence specific primers: (M16SForward, 5’-GCAAACCCTGATGAAGGCTA-3’; and M16SReverse, 5’-GGCCCTGTTCAACTAAGCAC-3’) with 10 ng of DNA per sample run in triplicate, and amplification and quantification using an ABI7900 Real Time PCR Instrument. A pooled baboon DNA sample as positive control and a no template sample as negative control were included, each in triplicate.

### Plasma and serum measures

Fasting plasma concentrations of glucose (Alfawassermann Cat. #293598), alanine aminotransferase (ALT; Alfawassermann Cat. #275454), aspartate aminotransferase (AST; Alfawassermann Catalog #282242), triglyceride, total cholesterol, LDL, and HDL were determined using an ACE clinical analyzer.^20^ Total hemoglobin (THB) and percent HbA_1c_ were determined from whole blood using an ACE clinical analyzer.^17^ Cortisol was measured by Immulite assay (Siemens/DPC Catalog #914038), insulin by Immulite assay (Siemens/DPC Catalog #914047), adiponectin by Immulite assay (EMD Millipore Catalog #HADK1MAG-61K), and leptin by Radioimmunoassay (RIA; EMD Millipore, Catalog #HL-81K).

### Differential gene expression

Total RNA was isolated from liver, adipose and muscle biopsy samples, quality checked, complementary DNA (cDNA) synthesized, and biotinylated as described,^8^ using HumanHT-12 v4 Expression BeadChips (Illumina, Inc.).^21^ Gene expression data were extracted and log_2_-transformed using GenomeStudio software (Illumina, Inc.) and analyzed using Partek^®^ Genomics Suite (Partek^®^, St Louis, MO). 

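The genes that separated females from males were first of all those of the sex chromosomes. XIST was higher in females by 1.54 log2 units in liver (standard error 0.07, adjusted p = 1.8e-12 from limma, 12 females' arrays against 12 males'), by 1.36 in skeletal muscle and by 2.63 in adipose. The difference of RPS4Y1, female minus male, was -4.07 in liver, -3.69 in skeletal muscle and -4.86 in adipose. With the animal as a random block, 3 genes differed between the sexes in liver, 8 in skeletal muscle and 58 in adipose (33 higher in females and 25 higher in males) at an adjusted p under 0.05 and a fold change of at least 1.2. The 58 included the autosomal gene APOD, higher in females by 0.93 (adjusted p = 0.0109). Weak arrays here are 3 in liver and 1 in skeletal muscle whose median correlation with the other arrays of the tissue was under 0.9. When the 3 weak liver arrays were left out, 22 genes differed in liver, among them the stress and growth genes GADD45A and MYC, with female minus male differences of -1.10 and -1.46, and when the weak muscle array was left out 43 differed in muscle. The first principal component held 50.8% of the variance in liver, 67.7% in skeletal muscle and 15.1% in adipose. In liver 80.6% of that component came from the weak array of MUN replicate 4 on HFCS, and in muscle 95.8% came from the weak array of CON replicate 5 on chow. Exact permutation of the animals gave p = 0.297, 0.108 and 0.885 for the maternal group on the first component in liver, skeletal muscle and adipose, and p = 0.0931, 0.0238 and 0.0866 for sex. Exact flips of diet within animals gave p = 0.607, 0.52 and 0.781. Over the 27 such tests on the first 3 components, the smallest was p = 0.00488 in an exact test of diet on the second adipose component, with an adjusted value of 0.132. Over 18 tests without the weak arrays, exact tests gave p = 0.00216 for sex on liver component 2, 0.00391 for diet on liver component 3 and 0.00433 for sex on muscle component 3, each with an adjusted value of 0.026. The components include the genes of the sex chromosomes. RPS4Y1 had the largest weight of any gene on that liver component 2 (0.248) and on that muscle component 3 (0.170). A difference between the sexes is thus partly built into both, and no component was computed without these genes. The sex difference on the first muscle component gave an exact p of 0.271 over the 1000 most variable genes and of 0.0844 without the weak array.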

Principal Component Analysis and hierarchical clustering in Partek^®^ Genomics Suite identified treatment group and diet as the greatest source of variation in each dataset, but no significant contributions by sex for any tissues; therefore, we combined female and male data for analyses. Signal intensities were quality filtered (>0.95), quantile normalized, and differentially expressed genes (DEG) identified by Analysis of Variance (ANOVA; FDR p-value < 0.05, Fold change > 1.2).

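The values used here are the deposited probe signals, which the authors exported from GenomeStudio, with a detection score for each probe and array. A probe was kept where its score was above 0.95 on at least 6 of the 24 arrays of a tissue, signals were taken as log2 without background correction and quantile normalized within the tissue, and each gene was represented by its brightest kept probe. This left 8685 genes in liver, 8052 in skeletal muscle and 9277 in adipose. The series' probe table gives 1 gene symbol for 23458 probes, several for 7 and none for 12623, and only probes with 1 symbol were used. Differences were tested with limma over the 4 groups of a tissue, and a gene was called a DEG at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.2, with sexes combined. Lists of genes were tested against all other genes of the tissue with camera from limma at a preset correlation of 0.01, and again with the correlation estimated from the arrays. Unless said otherwise, each adjusted p of a gene is limma's and each adjusted p of a list is camera's. The same animals stand on chow and on HFCS, so the change of a list was also tested over animals with exact sign flips, for which the smallest p with 6 animals is 0.0312. The lists were tested a last time in fry, a test in limma of whether a list's own genes move one way, with the animal as a block. Of 51 calls of a list by camera over all comparisons, 3 passed with an estimated correlation and 1 passed in fry with the block. In simulated liver data with the spread of the real arrays, 73.1% of genes changed by 1 log2 unit between MUN and CON on chow were called, and 98.5% with the spread that remains without the weak arrays. For the same comparison in adipose the share was 98.5%, and in skeletal muscle 76.1%. The simulations drew 24 arrays per tissue, also for liver without the weak arrays, where 21 remain. Their noise was independent between genes and arrays, while a weak array shifts many genes together and an animal's arrays are related. These shares are therefore not the power of the real comparisons, and the counts of 0 do not exclude changes of this size.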

### Pathway Enrichment Analysis:

DEG (p-value < 0.05) were overlaid onto canonical pathways using Ingenuity Pathway Analysis (IPA; QIAGEN) Knowledge Base. Right-tailed Fisher’s exact test was used to calculate enrichment of DEG in pathways, *p* < 0.01.^22^ Pathways with –log p-value > 1.3 (p < 0.01) that also contained one or more DEG FDR p-value < 0.05 were considered significant. Pathways were considered biologically coordinated if gene expression directionality at the end-of-pathway (EoP) was consistent with overall pathway directionality.^23^

### Regulatory network analysis

Upstream regulatory network analysis was performed with Z-scores predicting regulatory directions and inferring activation/inhibition state of a putative regulator. Detailed statistical methods are provided.^24^ Networks were built using the IPA Knowledge Base and required p-values < 0.01, direct connections between molecules based on experimental evidence, differential expression of network regulators was consistent with activation/inhibition status of the networks, downstream targets were differentially expressed, and networks containing at least one FDR DEG (FDR p-value < 0.05) were considered significant. Networks were considered biologically coordinated if manual annotation showed gene expression directionality was consistent with overall network directionality.^23^

### Statistical analyses for morphometric, clinical, and histological data

As with gene array data, we found no differences between females and males for morphometric, clinical, or histological datasets; therefore, we combined females and males for all analyses. Weight adjusted fructose consumption was calculated by dividing 7-week average fructose consumption by 7-week average body weight. Pairwise comparisons were performed using two tailed *t*-tests. Data from each diet were analyzed independently using two-way ANOVA. Statistical significance was adjusted for multiple testing with an adjusted *p*-value < 0.05. Regression analyses for fat cell size and adipokine measures were performed using GraphPad Prism (graphpad.com).

## Results

This study included whole animal, hormonal, cellular, and molecular characterization of juvenile MUN offspring of a unique NHP model of developmental programing and matched CON animals (Figure 1A,B). 

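Gene expression was measured in 12 juvenile baboons about 4.5 years old, 6 CON and 6 MUN, with 3 females and 3 males in each group. Each animal gave a needle biopsy of the liver, a needle biopsy of the vastus lateralis muscle and a piece of omental fat at week 0, on chow, and again at week 7, on HFCS. No group stayed on chow to week 7. A change from chow to HFCS in any tissue therefore cannot be told apart from the time between or from effects of the first biopsy. Every biopsy was hybridised to 1 human expression array, a BeadChip whose probes were designed on human transcripts, which gives 72 arrays in 12 groups of 6. XIST, the RNA that coats the inactive X chromosome, and RPS4Y1, a ribosomal protein gene of the Y chromosome, separated the labelled females and males in all 3 tissues outside the 4 weak arrays described next. The number of probes detected per array ranged from 12104 to 14438 in adipose (median 12993.5), from 4741 to 13453 in liver (median 11664.5) and from 3179 to 13015 in skeletal muscle (median 10866). The signal reached by the brightest 5% of probes, a measure of how far an array rises above its background, ranged from 299.1 to 775.9 on the 68 arrays other than the weak ones. It was 106.7 to 151.1 on the weak liver arrays. The weak muscle array was inside that range at 373.9, but its median signal was 265 against at most 156.1 on the other muscle arrays. A median correlation with the other arrays of the tissue under 0.9 marked 4 weak arrays. In liver these were MUN replicate 4 on chow (correlation 0.501), MUN replicate 6 on chow (0.675) and MUN replicate 4 on HFCS (0.092), all from males, and in skeletal muscle CON replicate 5 on chow (-0.007). On the other 68 arrays this correlation was between 0.94 and 0.979. ALB, the albumin gene of hepatocytes, had a log2 signal of 14.32 in the skeletal muscle of CON replicate 1 on chow and at most 7.54 on the other muscle arrays outside the weak one. The values below use all arrays, as the paper names none that was left out, and the value without these arrays is given where it changes a call, a direction or a count.

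**Figure D1:**
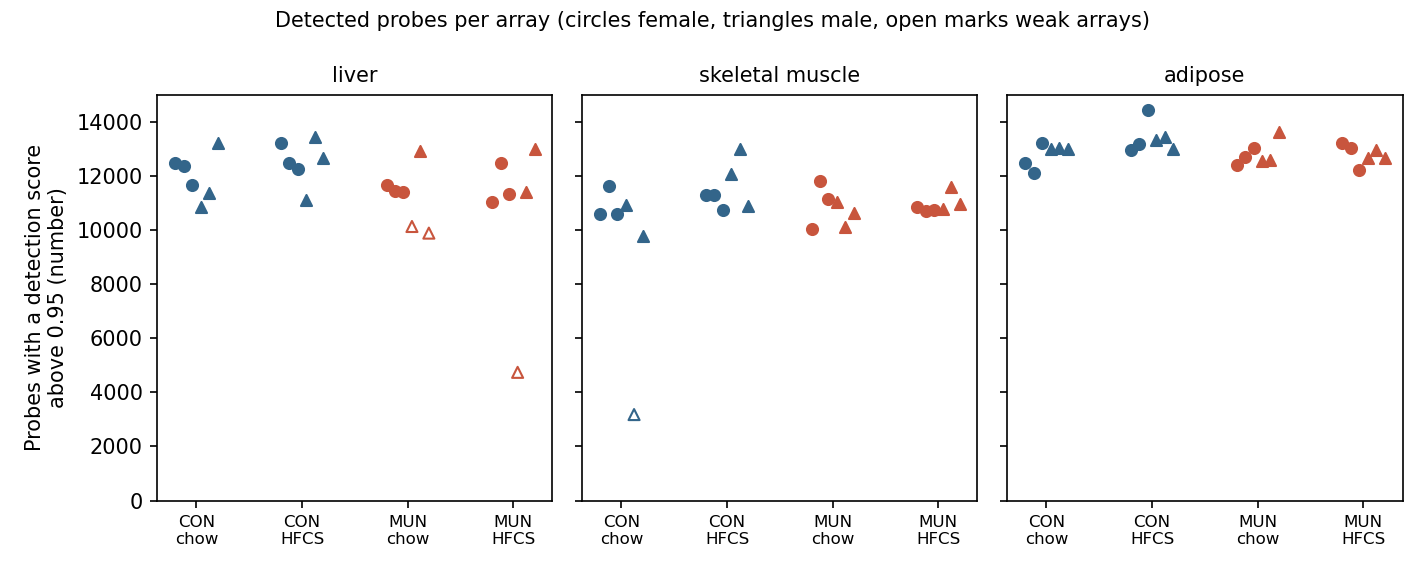
Number of probes with a detection score above 0.95 on each array, by tissue and group. Each mark is 1 array, circles are females, triangles are males, blue is CON, red is MUN and open marks are the 4 weak arrays, of which the lowest lie at 3179 probes in skeletal muscle and 4741 in liver.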

Our analysis compared animals before and after a 7-week *ad libitum* HFCS Western style diet supplemented with a high fructose drink (Figure 1A).

### Comparison of MUN versus CON at baseline

#### Morphometrics

MUN offspring weighed less than CON at birth. At the beginning of the study (baseline), age-matched CON and MUN offspring were the same height; MUN weighed less and had lower BMI (Table 1), suggesting continued impact of MUN during pre-pubertal development. Body composition showed MUN offspring had less fat mass and total mass, and marginally less lean mass than CON (Table 2).

#### Lipoprotein and hormonal measures

Plasma measures showed AST, ALT, cortisol, glucose (Table 3), HbA1c, and THB (data not shown) were not different between CON and MUN at baseline. Also, no differences were observed in LDL, HDL, total cholesterol, and triglycerides at baseline (Table 4). Leptin, and adiponectin levels were higher in MUN than CON (Table 5).

### Molecular analyses of liver, skeletal muscle, and omental adipose tissues

We found the greatest differences between MUN versus CON at baseline in liver with 247 DEG, 194 up-regulated and 53 down-regulated (Table 6, Table S1). 

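Immediate early and stress genes, which cells switch on within minutes of a stimulus, were lower in MUN than in CON livers on chow. Of 17 measured members 15 were lower, with a mean log2 difference of -0.52 (adjusted p = 2.02e-08, and adjusted p = 0.0549 with an estimated correlation and 0.345 with the animal as a block). The examples with the smallest p were GADD45B at -1.11 (standard error 0.34), GADD45A at -1.28 (standard error 0.40) and ZFP36, which shortens the life of inflammatory mRNAs, at -1.24 (standard error 0.47), each with an adjusted p of 0.964. Macrophage markers were lower as well, 9 of 11 with a mean of -0.44 (adjusted p = 0.000268, and adjusted p = 0.22 with an estimated correlation and 0.585 with the animal as a block), led by CSF1R, the receptor of the macrophage growth factor, at -1.48 (standard error 0.55). Proteins that hepatocytes secrete (14 of 20 lower, mean -0.80, adjusted p = 2.17e-05, and adjusted p = 0.317 with an estimated correlation and 0.76 with the animal as a block) and ribosomal proteins (39 of 58 lower, mean -0.48, adjusted p = 2.17e-05, and adjusted p = 0.385 with an estimated correlation and 0.793 with the animal as a block) were also lower in MUN. With the weak arrays left out, which are all of MUN males, the means of those last lists were 0.06 (adjusted p = 0.252) and 0.04 (adjusted p = 0.423), and TTR, a carrier of thyroid hormone made by hepatocytes, moved from -2.26 to 0.01. The immediate early list kept its direction without them (15 of 17 lower, mean -0.58, adjusted p = 3.31e-11, and adjusted p = 0.045 with an estimated correlation and 0.0747 with the animal as a block). This leaves 3 females and 1 male in MUN against 3 of each sex in CON, in a fit without a term for sex. The list mean was 8.82 in CON and 8.27 in MUN females, and 9.03 in CON males and 8.57 in the 1 MUN male. How far the uneven sexes add to these p-values was not tested. Of 8685 genes tested with limma none was called, 342 had an unadjusted p under 0.05, 239 of them higher in MUN, and the count was also 0 with an ordinary F-test and without the weak arrays (332 at an unadjusted p under 0.05, 187 of them lower in MUN). When adjusted over the list alone, 1 macrophage marker was lower and 2 immediate early genes were, the latter in a list written after rows of the paper's Table S1 had been seen. From its own counts in Table 6, the paper concludes that MUN and CON differed most in liver at baseline.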

Skeletal muscle revealed 84 DEG, 49 up-regulated and 35 down-regulated (Table 6, Table S2). 

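In skeletal muscle on chow, genes of fatty acid oxidation and of slow fibers were higher in MUN than in CON. Of 17 measured genes of fatty acid oxidation 13 were higher, with a mean log2 difference of 0.32 (adjusted p = 0.00848, and adjusted p = 0.817 with an estimated correlation and 0.429 with the animal as a block), and ETFDH, HADHB and ECI2, which act in electron transfer to the respiratory chain and in beta oxidation, differed by 0.91 (standard error 0.28), 0.63 (standard error 0.21) and 0.57 (standard error 0.18) at an adjusted p of 0.548 each. These 3 were called when adjusted over the list alone. Of 10 slow fiber genes 9 were higher (mean 0.91, adjusted p = 0.01, and adjusted p = 0.817 with an estimated correlation and 0.429 with the animal as a block), with TNNC1, the slow and cardiac troponin C, at 1.34 (standard error 0.76). All 3 measured hepatocyte markers were lower in MUN (mean -1.47, adjusted p = 0.0157, and adjusted p = 0.817 with an estimated correlation and 0.429 with the animal as a block), in the group whose replicate 1 held the high ALB signal. None of the 8052 genes was called with limma or with an ordinary F-test, and 591 had an unadjusted p under 0.05, 354 higher and 237 lower. Without the weak array of CON replicate 5 none was called either (569 at an unadjusted p under 0.05), and the lists of fatty acid oxidation and slow fibers had adjusted p = 0.071 and 0.216. When the array of CON replicate 1 with the high ALB signal was left out as well, 14 of 17 genes of fatty acid oxidation were higher in MUN (mean 0.21, adjusted p = 0.000912, and adjusted p = 0.774 with an estimated correlation and 0.742 with the animal as a block, 4 called when adjusted over the list alone).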

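In omental fat on chow, adipocyte identity genes were lower in MUN than in CON. Of 15 measured members 12 were lower, with a mean log2 difference of -0.17 (adjusted p = 0.0404, and adjusted p = 0.826 with an estimated correlation and 0.963 with the animal as a block). PLIN1, which coats lipid droplets, differed by -0.34 (standard error 0.18), PPARG, the master regulator of fat cells, by -0.32 (standard error 0.24) and the fatty acid transporter CD36 by -0.32 (standard error 0.21). Markers of smooth muscle and pericytes were higher in MUN, 5 of 6 with a mean of 0.28 (adjusted p = 0.0471, and adjusted p = 0.826 with an estimated correlation and 0.963 with the animal as a block), among them TAGLN at 0.48 (standard error 0.23). Immediate early genes were lower, 18 of 22 with a mean of -0.30 (adjusted p = 0.0473, and adjusted p = 0.968 with an estimated correlation and 0.963 with the animal as a block), with FOS at -1.61 (standard error 1.01). Without MUN replicate 5 on chow, which stood apart at a list mean of 10.13, the mean difference was -0.61, at an adjusted p of 1.46e-08 (adjusted p = 0.53 with an estimated correlation). No member of these lists was called when adjusted over the list alone. LEP and ADIPOQ, the genes of leptin and adiponectin, differed by 0.06 (standard error 0.16) and 0.01 (standard error 0.14). The ADIPOQ probe was dim, with a mean log2 signal of 7.49 against a median of 7.85 over the genes tested, and was detected on 17 of 24 adipose arrays. Of 9277 genes none was called with limma or with an ordinary F-test, while 326 had an unadjusted p under 0.05.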

Adipose revealed only one DEG which was up-regulated in MUN compared with CON (Table 6, Table S3).

Pathway enrichment analysis reflected DEG numbers with the greatest number of pathways in liver and then skeletal muscle (Table 7). 

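Among the gene lists fixed for each tissue, those that differed between MUN and CON on chow were mostly lower in MUN livers and higher in MUN skeletal muscle. In liver 11 of 34 lists were lower and none was higher, and they included immediate early genes, cholesterol biosynthesis, acute phase proteins, bile acid metabolism, gluconeogenesis and macrophage markers. In skeletal muscle 7 of 30 lists were higher, among them oxidative phosphorylation, the TCA cycle, ribosomal proteins and myofiber markers, and 1, the hepatocyte markers, was lower. In adipose 3 of 21 lists differed, 1 higher and 2 lower. With an estimated correlation no list differed in any of the 3 tissues. When the weak arrays were left out, 4 lists were lower in liver, which were immediate early genes, macrophage markers, glucocorticoid targets and cholesterol biosynthesis, and 0 lists differed in skeletal muscle. Of those 4 lists 1, the immediate early genes, passed with an estimated correlation, and it was written after rows of the paper's Table S1 had been seen. In that setting only 1 male array is left in MUN livers on chow, and the fit has no term for sex.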

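Genes of the spliceosome core, the machinery that removes introns, were slightly higher in MUN than in CON livers on chow, without passing the test. Of 49 measured members 38 were higher, with a mean log2 difference of 0.11 (adjusted p = 0.178). SF3B6, DDX46 and SF3B2, all parts of the U2 particle, differed by 0.73 (standard error 0.29), 0.51 (standard error 0.22) and 0.42 (standard error 0.20). The mean level of the list was 8.10 ± 0.14 (SD, n = 6) in MUN and 7.99 ± 0.04 (SD, n = 6) in CON. Of 27 splicing factors of the hnRNP and SR families 16 were higher (adjusted p = 0.99), with a mean of 0.03 and a test statistic below 0. Of 27 genes of the unfolded protein response 18 were higher, with a mean of 0.11 (adjusted p = 0.528), among them the endoplasmic reticulum chaperone HSP90B1 at 0.66 (standard error 0.31) and the disulfide isomerase PDIA6 at 0.42 (standard error 0.23). Of 14 cytosolic chaperones and partners of BAG2 6 were higher (mean -0.17, adjusted p = 0.528), with PTGES3, a co-chaperone of HSP90, at 0.37 (standard error 0.17) and DNAJA1, a co-chaperone of HSP70, at -1.20 (standard error 0.74). BAG2 itself was not tested, as its named probe was detected on 1 of 24 liver arrays. No gene of these lists was called over all genes or when adjusted over the list alone. On the arrays other than the weak ones SF3B6 moved to -0.02 and DNAJA1 to 0.10, and the list means were 0.02 for the spliceosome core (27 of 49 higher), -0.02 for the splicing factors, 0.07 for the unfolded protein response and 0.06 for the chaperones.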

Of the 46 liver pathways, 6 met the EoP criteria; notably, spliceosomal cycle (Figure S1), unfolded protein response (UPR) (Figure S2), and BAG2 signaling (chaperone folding activity) (Figure S3) were up-regulated (Table S4). Skeletal muscle pathways meeting EoP criteria included up-regulation of oxidative phosphorylation (Figure S4), nucleotide excision repair, and estrogen signaling, with down-regulation of calcium signaling (Figure S5) and beta adrenergic signaling (Table S5). 

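Subunits of oxidative phosphorylation, the respiratory chain of mitochondria, were higher in MUN than in CON skeletal muscle on chow. Of 59 measured members 49 were higher, with a mean log2 difference of 0.41 (adjusted p = 1.79e-05, and adjusted p = 0.817 with an estimated correlation and 0.47 with the animal as a block). NDUFB5 and NDUFS4 of complex I differed by 0.76 (standard error 0.26) and 0.84 (standard error 0.34), and ATP5PO of the ATP synthase by 0.87 (standard error 0.42). Calcium handling genes were higher too, 19 of 23 with a mean of 0.37 (adjusted p = 0.0157, and adjusted p = 0.817 with an estimated correlation and 0.522 with the animal as a block), including SLN, which slows the calcium pump of the sarcoplasmic reticulum, at 1.29 (standard error 0.72) and ATP2A2, the slow muscle form of that pump, at 1.13 (standard error 0.61). Of 26 genes of nucleotide excision repair 15 were higher (mean 0.10, adjusted p = 0.679), among them RAD23B at 0.41 (standard error 0.18), while XPA differed by -0.28 (standard error 0.11). Of 12 genes of beta adrenergic signaling and protein kinase A 9 were higher (mean 0.16, adjusted p = 0.595), with the kinase inhibitor PKIA at 1.22 (standard error 0.45). No gene of these lists was called, over all genes or when adjusted over the list alone. Without the weak array of CON replicate 5 on chow the oxidative phosphorylation list had 31 of 59 members higher (mean 0.05, adjusted p = 0.216) and calcium handling 12 of 23 (adjusted p = 0.936), with NDUFB5 at 0.47, SLN at 0.24, ATP2A2 at 0.42 and PKIA at 0.61. Estrogen signaling had no list of its own here.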

Enriched adipose tissue pathways did not include any genes meeting FDR criteria, and of 17 pathways, only ILK signaling met EoP criteria (Table S6).

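Of 17 measured genes of integrin-linked kinase signaling, which ties the matrix to the actin skeleton, 12 were higher in MUN than in CON adipose on chow, with a mean log2 difference of 0.06 (adjusted p = 0.371). The actin crosslinker ACTN1 differed by 0.24 (standard error 0.12), PARVB, a direct partner of the kinase, by 0.21 (standard error 0.10) and the filament protein VIM by -0.14 (standard error 0.09). None was called, nor when adjusted over the list alone.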

Network analysis, similar to pathway analysis, showed the greatest differences in liver with 4 networks (Table 8). 

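KLF6, a zinc finger factor that is itself switched on early after injury, differed by -0.33 log2 units between MUN and CON livers on chow (standard error 0.34, adjusted p = 1). It was -0.72 with the weak arrays left out (adjusted p = 1).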

One network regulated by KLF6 was inhibited and contained 20 target genes; 75% of the targets’ expression profiles were consistent with network inhibition (Figure S6, Table S7). Three networks were activated by XBP1 (X-Box Binding Protein 1), a transcription factor that regulates UPR, YAP1 (Yes1 Associated Transcriptional Regulator), a nuclear effector of growth, repair, and homeostasis, and TP63 (Tumor Protein P63), a transcription factor, These networks included a total of 178 gene targets, with some common among the three networks, and 25% of the targets’ expression profiles were inconsistent with network activation (Figure S7, Table S7). 

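Of these 3 regulators only XBP1 was measured in liver, and its own RNA differed by 0.52 log2 units between MUN and CON on chow (standard error 0.50, adjusted p = 1). With the weak arrays left out this was 0.10. TP63 and YAP1 had no probe with their symbol in the probe table used here.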

Skeletal muscle revealed one network regulated by DDX5 (DEAD-Box Helicase 5), a RNA helicase that coregulates mRNA processing; and 10 of the 12 (83%) target gene expression profiles were consistent with network activation (Figure S8, Table S8). 

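The RNA of DDX5 differed by 0.53 log2 units between MUN and CON skeletal muscle on chow (standard error 0.34, adjusted p = 0.548). It was 0.10 without the weak array of CON replicate 5 (adjusted p = 0.968).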

No networks meeting filtering criteria were found in adipose (Table S9).

### Cellular analyses of liver, skeletal muscle, and omental adipose tissues

Due to limited amounts of biopsy material available for cellular analyses of tissues, we focused on phenotypes most relevant to each tissue. Histological analysis of liver showed less glycogen in MUN versus CON (Figure 2); however, no differences in lipid content were observed (not shown). Histological analysis of adipose tissue showed fat cell size did not differ (Figure 3), and qPCR of skeletal muscle mitochondria showed no differences between MUN and CON (not shown).

### Response to HFCS diet challenge in MUN and CON

To assess whether MUN programs dyslipidemia, diabetes, and appetite in primates, we studied response to a HFCS diet supplemented with a high fructose drink. We monitored drink consumption as an indication of appetitive drive, and quantified changes in body composition and morphometrics, metabolism, liver function, molecular effects, and cellular effects of the challenge.

#### Morphometrics and fructose drink consumption

Both groups increased in height from baseline to the end of the 7-week challenge. Although weight and BMI were lower in MUN than CON at baseline, they did not differ at the end of challenge (*p* < 0.05) (Table 1). In addition, body composition measures of fat mass, lean mass, and total mass did not differ between MUN and CON at the end of the challenge (Table 2), indicating more rapid growth in MUN than CON animals during the challenge. Average sugar drink consumption over 7 weeks, adjusted for each animal’s weight, was approximately 70% greater in MUN versus CON offspring (p < 0.01) (Table 9).

#### Lipoprotein and hormonal measures

Plasma adipsin increased and leptin decreased in both CON and MUN animals in response to HFCS challenge. Cortisol (Table 3), adiponectin, glucose, and insulin did not change (Table 5). Plasma ALT (Table 3) and HDL (Table 4) decreased, and triglycerides (Table 4) increased in CON but not MUN; whereas AST (Table 3), LDL and TSC (Table 4) decreased only in MUN in response to the challenge.

#### Liver, skeletal muscle, and adipose transcriptomes

Transcriptome response to the challenge differed markedly by tissue in MUN versus CON. 

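The change from chow to HFCS was compared between MUN and CON as a difference of the differences within each tissue. In liver, immediate early and stress genes, a list written after rows of the paper's Table S1 had been seen, had a higher change in MUN than in CON, 14 of 17 with a mean difference of 0.47 log2 units (adjusted p = 0.000555, and adjusted p = 0.335 with an estimated correlation and 0.611 with the animal as a block, exact permutation p = 0.0368 over 6 against 6 animals). MYC, GADD45B and JUNB, which are induced by stress and growth signals, had differences of 2.39 (standard error 0.79), 1.13 (standard error 0.48) and 0.77 (standard error 0.37). Splicing factors of the hnRNP and SR families had a lower change in MUN livers, 22 of 27 with a mean of -0.30 (adjusted p = 0.0287, and adjusted p = 0.816 with an estimated correlation and 0.611 with the animal as a block, exact permutation p = 0.0281), with HNRNPAB at -1.17 (standard error 0.50). In adipose, interferon response genes had a higher change in MUN, 8 of 8 with a mean of 0.50 (adjusted p = 0.00378, and adjusted p = 0.691 with an estimated correlation and 0.835 with the animal as a block, exact permutation p = 0.0216), with the antiviral genes IFI6 and IFI27 at 1.01 (standard error 0.51) and 0.93 (standard error 0.55), and the mean of the list on HFCS was far from the rest in MUN replicate 2, at 10.21. Without that array the mean difference was 0.24 (adjusted p = 0.106). No single gene was called for this difference in liver, skeletal muscle or adipose, with limma or with an ordinary F-test, and 288, 501 and 358 genes had an unadjusted p under 0.05 (237 in liver and 853 in skeletal muscle without the weak arrays). No member of these lists was called when adjusted over the list alone. Without the 3 weak liver arrays, which leaves 6 CON and 4 MUN animals with both diets, the immediate early list had a mean of 0.61 (adjusted p = 6.11e-08, and adjusted p = 0.166 with an estimated correlation and 0.0825 with the animal as a block, exact permutation p = 0.0238, 2 members called when adjusted over the list alone) and the splicing factors -0.09 (adjusted p = 0.0649). Macrophage markers had a higher change in MUN in 7 of 11 with all arrays, with a mean of 0.27 (adjusted p = 0.321), and in 9 of 11 without the weak ones, with a mean of 0.40 (adjusted p = 0.00194, and adjusted p = 0.66 with an estimated correlation and 0.567 with the animal as a block, exact permutation p = 0.162).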

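In CON skeletal muscle 6 genes rose from chow to HFCS and none fell. SDCBP, the scaffold protein syntenin of exosomes, rose from a log2 signal of 7.41 ± 0.20 (SD, n = 6) to 8.21 ± 0.22 (SD, n = 6), a log2 fold change of 0.80 (standard error 0.12, adjusted p = 0.0139). PELI1, a ubiquitin ligase of innate immune signaling, rose by 0.50 (standard error 0.09, adjusted p = 0.0321) and TTC14 by 0.49 (standard error 0.09, adjusted p = 0.0321). CANX, the calnexin chaperone of the endoplasmic reticulum, MOB1A, a part of the Hippo pathway, and the ubiquitin ligase HERC4 rose by 0.51, 0.50 and 0.45 (adjusted p = 0.048 each). The 6 genes were higher on HFCS in 6 of 6 CON animals, a tally that includes the weak chow array of CON replicate 5. Extracellular matrix genes, a list written after rows of the paper's Table S2 had been seen, were also higher, 18 of 20 with a mean of 0.63 (adjusted p = 0.00472, and adjusted p = 0.815 with an estimated correlation and 0.472 with the animal as a block), among them SPARC at 0.78 (standard error 0.27) and COL5A2 at 1.22 (standard error 0.53). COL1A1, a collagen gene, lay between 12.57 and 13.12 in CON replicates 4 and 5 and MUN replicate 5 on HFCS and at most at 10.55 on the other HFCS arrays of muscle. Ribosomal protein genes were higher, 46 of 53 with a mean of 0.53 (adjusted p = 0.00225, and adjusted p = 0.815 with an estimated correlation and 0.52 with the animal as a block), in a comparison that holds the weak array of CON replicate 5 on chow. Without that array the mean of the ribosomal list was -0.07 (adjusted p = 0.13, and 0.0152 for a lower list with the animal as a block). In the same setting 24 genes rose and 18 fell, and the 6 genes were again among those that rose. NFE2L2, the regulator of the antioxidant response, then rose by 0.76 (adjusted p = 0.0387), and the ribosomal protein gene RPL36 and the mitochondrial tRNA synthetase VARS2 fell by 0.62 (adjusted p = 0.0155) and 0.50 (adjusted p = 0.0142). No gene was called with limma with the animal as a block, with the CON arrays alone or over the probes detected in all 24 arrays, against 7 called with an ordinary F-test and 1073 of 8052 genes at an unadjusted p under 0.05. When adjusted over the list alone, no gene of the matrix and ribosomal lists was called.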

For CON animals, the greatest response was in skeletal muscle with 332 DEG, 195 up-regulated and 137 down-regulated. In contrast, MUN animals’ greatest response was in liver with 909 DEG, 295 up-regulated and 614 down-regulated. 

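In MUN livers no gene list and no single gene passed the test from chow to HFCS. Of the 849 genes with an unadjusted p under 0.05, 728 were lower on HFCS, and the smallest adjusted p was 0.47. CSF1R, the receptor of the macrophage growth factor, differed by 1.79 log2 units (standard error 0.55, adjusted p = 0.47) and C1QC, a complement gene of macrophages, by 1.14 (standard error 0.42, adjusted p = 0.47), while the macrophage list had 6 of 11 members higher (mean 0.28, adjusted p = 0.411). Of these CSF1R was called when adjusted over the list alone. After leaving out the weak arrays, 3 of the 12 MUN liver arrays, 10 of 11 macrophage markers were higher (mean 0.40, adjusted p = 7.58e-06, and adjusted p = 0.646 with an estimated correlation and 0.522 with the animal as a block), CSF1R was at 0.48 and C1QC at 0.77, and no marker was called when adjusted over the list alone. Interferon response genes were then higher as well (9 of 9, mean 0.44, adjusted p = 0.0158, and adjusted p = 0.646 with an estimated correlation and 0.522 with the animal as a block), and genes of the proteasome were lower (22 of 26, mean -0.09, adjusted p = 0.0158, and adjusted p = 0.646 with an estimated correlation and 0.522 with the animal as a block). None of 8685 genes was called with limma or with an ordinary F-test, and without the weak arrays none was called among 8577, of which 286 had an unadjusted p under 0.05, 141 of them higher on HFCS.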

Far fewer DEG were identified in adipose, but it is worth noting that the number of DEG (FDR<0.05) in CON adipose in response to the HFCS diet was greater than in MUN (CON = 36, IUGR = 8) (Table 10, Supplemental Tables 1 – 3).

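In adipose, matrix genes were higher on HFCS in CON animals. Of 21 measured extracellular matrix genes 17 were higher in CON on HFCS, with a mean log2 difference of 0.14 in 6 of 6 animals (adjusted p = 0.0332, and adjusted p = 0.757 with an estimated correlation and 0.543 with the animal as a block, exact p = 0.0312 over 6 animals). SPARC, which binds collagen, differed by 0.47 (standard error 0.15) and LOX, which crosslinks it, by 0.35 (standard error 0.16). No single gene was called from chow to HFCS in either group with limma or with an ordinary F-test. Of 9277 genes 703 had an unadjusted p under 0.05 in CON and 358 in MUN. Between the groups on HFCS, RPL13AP5, a ribosomal pseudogene copy of RPL13A that may share signal with it, was higher in MUN by 0.45 (standard error 0.07, adjusted p = 0.0169), and WWP1, a ubiquitin ligase, was lower, with a difference of -0.37 (standard error 0.07, adjusted p = 0.036). Neither was called with normexp background correction, and the count of calls ranged from 0 without CON replicate 3 to 3 without CON replicate 1.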

Pathway analysis for CON liver response to HFCS diet showed 8 pathways with 4 meeting EoP criteria, all related to cholesterol biosynthesis and down-regulated (Figure S9, Table S4), indicating a coordinated response to the HFCS diet in CON animals. 

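Genes of cholesterol biosynthesis fell in CON livers from chow to HFCS. Of 12 measured members 11 were lower, with a mean log2 difference of -0.25 (adjusted p = 2.73e-06, and adjusted p = 0.00114 with an estimated correlation and 0.126 with the animal as a block), and the mean of the list was lower in 5 of 6 animals (exact p = 0.125 over 6 animals). SQLE, which makes the first oxygenated sterol precursor, differed by -0.47 (standard error 0.18), NSDHL by -0.29 (standard error 0.15) and DHCR7, which makes cholesterol in the last step, by -0.27 (standard error 0.10), each with an adjusted p of 1. With the weak MUN arrays left out its adjusted p was 2.34e-07 (adjusted p = 0.187 with an estimated correlation and 0.459 with the animal as a block), and 2 members were then lower when adjusted over the list alone, against none with all arrays. Immediate early and stress genes fell more, 16 of 17 with a mean of -0.57 (adjusted p = 9.32e-22, and adjusted p = 0.000335 with an estimated correlation and 0.0317 with the animal as a block), in 6 of 6 animals (exact p = 0.0312 over 6 animals). This list was written after rows of the paper's Table S1, which come from these liver arrays, had been seen. Its p-values are therefore no independent support. ZFP36 differed by -1.24 (standard error 0.47), GADD45B by -1.11 (standard error 0.34) and JUN by -0.93 (standard error 0.33). Erythroid markers rose as a list (adjusted p = 0.00327, and adjusted p = 0.0161 with an estimated correlation and 0.964 with the animal as a block), with 3 of 5 members higher, the globin genes HBB, HBA2 and HBA1 at 1.29 (standard error 0.50), 1.23 (standard error 0.62) and 1.21 (standard error 0.66). The adjusted p of this list was 0.0136 without the weak arrays (adjusted p = 0.594 with an estimated correlation and 0.52 with the animal as a block), and 0.0177 without CON replicate 5 on chow, whose list mean of 8.34 stood apart (adjusted p = 0.0503 with an estimated correlation). No single gene was called among 8685 with limma or with an ordinary F-test, and 54 had an unadjusted p under 0.05, against 287 of 8577 without the weak arrays. With the animal as a block and the weak arrays left out 4 genes fell, and with array weights 1 did.

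**Figure D2:**
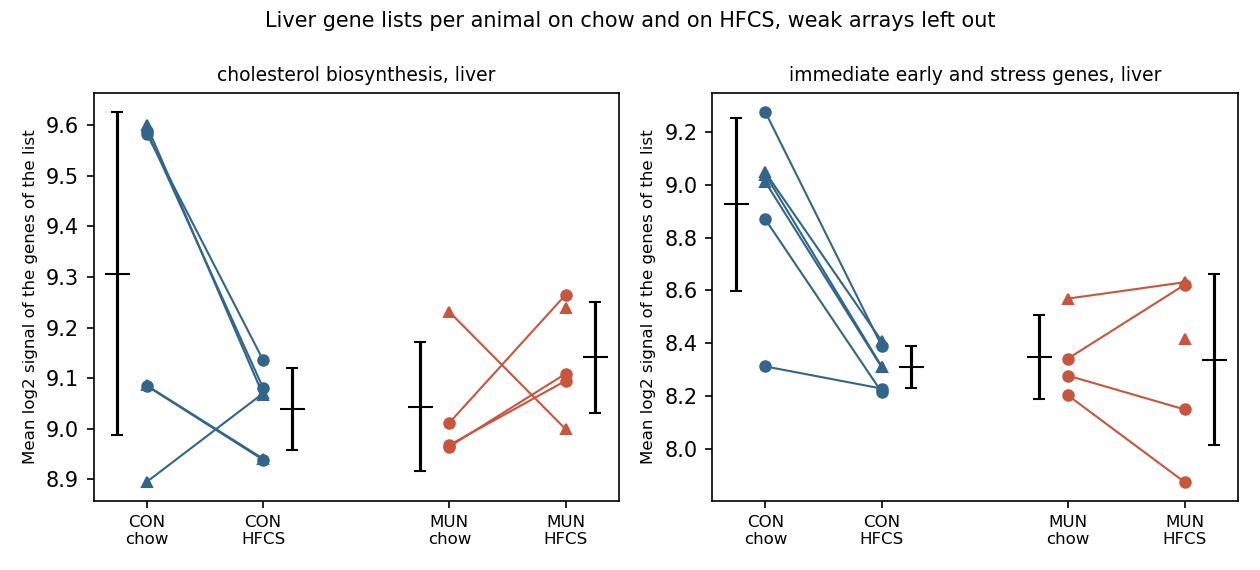
Mean log2 signal of the cholesterol biosynthesis genes (left) and of the immediate early and stress genes (right) in liver, by group, without the weak arrays. Each line joins the chow and HFCS arrays of 1 animal, the mark without a line is MUN replicate 6, whose chow array was weak, circles are females, triangles are males, and the black marks are the mean and SD. The immediate early list was lower on HFCS in 6 of 6 CON animals and in 2 of the 4 MUN animals with both arrays.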

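Genes that build the dolichol-linked oligosaccharide, the sugar chain that is passed to new glycoproteins, did not pass the test in MUN livers. Of 16 measured members 10 were lower on HFCS than on chow, with a mean log2 difference of -0.04 (adjusted p = 0.429). The glycosyltransferase subunits ALG13, ALG5 and ALG3 differed by -0.48 (standard error 0.19), -0.38 (standard error 0.15) and -0.30 (standard error 0.11), each with an adjusted p of 0.47, and none was called when adjusted over the list alone. Outside the weak arrays 12 of 16 were lower (mean -0.05, adjusted p = 0.213) and these 3 genes were at -0.12, -0.16 and -0.17. Genes of cholesterol biosynthesis were evenly split in MUN, 6 higher and 6 lower with a mean of 0.00 (adjusted p = 0.973), with FDPS at 0.74 (standard error 0.44) and NSDHL at 0.20 (standard error 0.15). The change of the cholesterol list in MUN minus that in CON was 0.25 (adjusted p = 0.0533, exact permutation p = 0.184 over 6 against 6 animals). Outside the weak arrays it was 0.37 (adjusted p = 0.000136, and adjusted p = 0.437 with an estimated correlation and 0.567 with the animal as a block, exact permutation p = 0.1 over 6 against 4 animals), and 3 members were called when adjusted over the list alone, among them SQLE at 0.91.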

In MUN livers, HFCS diet response identified 81 pathways that met FDR DEG requirements, but of these, only one met EoP criteria - dolichyl-diphosphooligosaccharide biosynthesis - indicating lack of coordinated response to the challenge in livers of MUN animals (Table 11, Table S4). For CON skeletal muscle response, 2 of 24 significant pathways met EoP criteria, oxidative phosphorylation (Figure S10) and glycolysis I signaling, both were down-regulated. 

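In CON skeletal muscle the direction of the oxidative phosphorylation list rested on 1 array. With all arrays 44 of 59 members were higher on HFCS, with a mean log2 difference of 0.22 (adjusted p = 0.191). Without the weak array of CON replicate 5 on chow 44 of 59 were lower, with a mean of -0.16 (adjusted p = 0.0013, and adjusted p = 0.771 with an estimated correlation and 0.649 with the animal as a block), in 4 of the 5 animals with both arrays (exact p = 0.25, with 0.0625 the smallest that 5 animals allow). UQCR10 of complex III differed by -1.24 (standard error 0.48) with all arrays and by -0.59 without the weak one, and NDUFB1 of complex I by -0.22 (standard error 0.11) and -0.15. The other complex I subunit NDUFB5 was at 0.59 (standard error 0.26) and 0.29. Of 15 glycolysis genes 11 were higher with all arrays (mean 0.25), without passing the test, and 11 lower without the weak array (mean -0.20, adjusted p = 0.13). ALDOA, the muscle aldolase, moved from 0.88 to -0.26 and LDHA, a lactate dehydrogenase subunit, from 1.04 to 0.10. No member of these lists was called in either case, nor when adjusted over the list alone.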

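In MUN skeletal muscle, which held no weak array, genes of the respiratory chain and of the TCA cycle fell from chow to HFCS. Of 59 measured subunits of oxidative phosphorylation 53 were lower, with a mean log2 difference of -0.21 (adjusted p = 1.5e-07, and adjusted p = 0.73 with an estimated correlation and 0.976 with the animal as a block), in 5 of 6 animals (exact p = 0.0625 over 6 animals). The mean of the list was 10.30 ± 0.07 (SD, n = 6) on chow and 10.09 ± 0.16 (SD, n = 6) on HFCS. ATP5MC1, a subunit of the ATP synthase ring, differed by -0.50 (standard error 0.19) and NDUFAB1, the mitochondrial acyl carrier protein, by -0.39 (standard error 0.14). All 14 measured TCA cycle genes were lower, with a mean of -0.23 (adjusted p = 2.52e-05, and adjusted p = 0.418 with an estimated correlation and 0.976 with the animal as a block), among them SUCLA2 at -0.32 (standard error 0.14) and DLST at -0.21 (standard error 0.11). Calcium handling genes were split, 10 higher and 13 lower (mean -0.04, adjusted p = 0.753), with RCAN1 at -0.41 (standard error 0.25) and JPH2 at 0.12 (standard error 0.11). Immediate early genes were higher, 17 of 19 with a mean of 0.28 (adjusted p = 6.02e-05, and adjusted p = 0.418 with an estimated correlation and 0.976 with the animal as a block), with FOS at 1.06 (standard error 0.67). Without MUN replicate 3 on HFCS, whose list mean of 9.28 stood apart, 13 of 19 were higher with a mean of 0.11 (adjusted p = 0.0563). None of 8052 genes was called with limma or with an ordinary F-test, 54 were higher and 59 lower at an unadjusted p under 0.05, and no member of these lists was called when adjusted over the list alone.

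**Figure D3:**
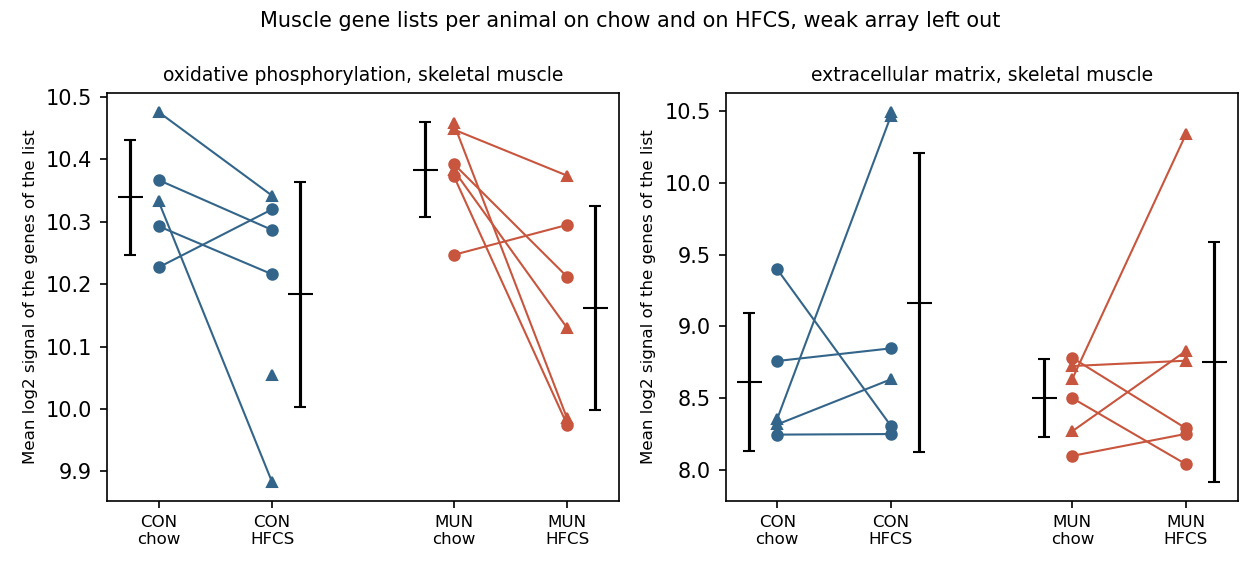
Mean log2 signal of the oxidative phosphorylation genes (left) and of the extracellular matrix genes (right) in skeletal muscle, by group, without the weak array of CON replicate 5 on chow. Each line joins the chow and HFCS arrays of 1 animal, the mark without a line is the animal whose chow array was weak, circles are females, triangles are males, and the black marks are the mean and SD. Oxidative phosphorylation was lower on HFCS in 5 of 6 MUN animals.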

In MUN skeletal muscle HFCS response, 3 of 6 pathways met EoP criteria – oxidative phosphorylation (Fig. S11), calcium signaling, and TCA cycle signaling, all were down-regulated. 

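For oxidative phosphorylation in skeletal muscle, the change on HFCS in MUN minus that in CON had a mean of -0.44 log2 units with all arrays, with 52 of 59 genes below 0 (adjusted p = 0.000887, and adjusted p = 0.759 with an estimated correlation and 0.664 with the animal as a block, exact permutation p = 0.225 over 6 against 6 animals). Without the weak array of CON replicate 5 on chow it was -0.07, with 34 of 59 below 0 (adjusted p = 0.275). NDUFAB1 had a difference of -0.60 (standard error 0.20) with all arrays and of -0.60 without the weak one. Beta adrenergic and protein kinase A genes did not pass in camera, with 11 of 12 below 0 and a mean of -0.29 (adjusted p = 0.101, and 0.042 with the animal as a block, exact permutation p = 0.00649), and PKIA, an inhibitor of that kinase, was at -1.33 (standard error 0.63). Without the weak array 10 of 12 were below 0 with a mean of -0.19 (adjusted p = 0.264, and 0.0478 with the animal as a block, exact permutation p = 0.00866), and PKIA was at -0.73. Single genes were not called, and when adjusted over the list alone none of these 2 lists had a call.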

Oxidative phosphorylation in skeletal muscle was the only down-regulated pathway common to CON and MUN HFCS response (Table 11, Table S5). 

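Of 21 lists tested in adipose, 2 were higher on HFCS in CON, which were extracellular matrix and integrin-linked kinase signaling, and 3 differed in MUN. In CON, 13 of 17 genes of integrin-linked kinase signaling were higher, with a mean log2 difference of 0.11 in 5 of 6 animals (adjusted p = 0.0332, and adjusted p = 0.567 with an estimated correlation and 0.451 with the animal as a block, exact p = 0.0938 over 6 animals). LIMS1, which binds the kinase, differed by 0.32 (standard error 0.10), CTNNB1, the beta catenin gene, by 0.23 (standard error 0.09) and PARVB by -0.19 (standard error 0.10). In MUN, interferon response genes were higher, 7 of 8 with a mean of 0.37 (adjusted p = 0.00386, and adjusted p = 0.838 with an estimated correlation and 0.9 with the animal as a block), with IFI6 at 0.83 (standard error 0.36) and OAS2, an RNA sensor, at 0.42 (standard error 0.23). The array of MUN replicate 2 on HFCS stood apart, with a mean of these genes of 10.21 log2 units, and without it 6 of 8 were higher with a mean of 0.11 (adjusted p = 0.4). Adipocyte identity genes were higher in MUN on HFCS, 12 of 15 with a mean of 0.16 (adjusted p = 0.0338, and adjusted p = 0.838 with an estimated correlation and 0.9 with the animal as a block), with CD36 at 0.35 (standard error 0.21) and PLIN1 at 0.31 (standard error 0.18). No list passed with an estimated correlation and no gene of them when adjusted over the list alone.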

In adipose tissue, no pathways met filtering criteria for either CON or MUN (Table 11, Table S6).

Network analysis in liver of CON animals’ response to HFCS revealed 7 networks were inhibited by NFKBIA (NFKB Inhibitor Alpha), an NFKB inhibitor, FOXO1 (Forkhead Box O1), a transcription factor, STAT3 (Signal Transducer And Activator of Transcription 3), a mediator of cellular responses to growth factors, CEBPB (CCAAT Enhancer Binding Protein Beta), a basic leucine zipper domain containing transcription factor, SREBF1 (Sterol Regulatory Element Binding Transcription Factor 1), a basic helix-loop-helix-leucine zipper transcription factor, NUPR1 (Nuclear Protein 1, Transcriptional Regulator), a transcriptional coactivator, and NR5A2 (Nuclear Receptor Subfamily 5 Group A Member 2), a DNA binding zinc finger transcription factor. These networks included a total of 68 targets with 82% showing expression profiles consistent with inhibitory networks (Figure S12, Table 12, Table S7). 

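The RNA of these regulators did not differ between chow and HFCS in CON livers by the test used here, at an adjusted p of 1 for each. CEBPB differed by -0.56 log2 units (standard error 0.53), FOXO1 by -0.34 (standard error 0.65) and the sterol related nuclear receptor NR5A2 by -0.22 (standard error 0.13). STAT3 was at -0.09 (standard error 0.56), NFKBIA at -0.07 (standard error 0.54) and SREBF1, which drives fatty acid synthesis, at -0.01 (standard error 0.14). NUPR1 differed by 0.00 (standard error 0.30). Leaving out the weak MUN arrays, which enter through the shared estimate of the spread and the normalization, STAT3 was at 0.02.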

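In MUN livers XBP1, which drives the unfolded protein response, was at 11.03 ± 0.72 (SD, n = 6) on chow and 10.03 ± 1.62 (SD, n = 6) on HFCS in log2 units (adjusted p = 0.527). MLXIPL, the carbohydrate response factor ChREBP, was at -0.53 (standard error 0.25, adjusted p = 0.509), ATF4 at -0.16 (standard error 0.13, adjusted p = 0.661) and NUPR1 at -0.11 (standard error 0.30, adjusted p = 0.895). Leaving out the weak arrays, which include the HFCS array of MUN replicate 4, XBP1 was at 0.09, MLXIPL at 0.04, NUPR1 at 0.13 and ATF4 at -0.31, each with an adjusted p of 0.999. Genes of the unfolded protein response as a list had 18 of 27 lower with all arrays (mean -0.01, adjusted p = 0.983) and 17 of 26 higher without the weak ones (mean 0.08, adjusted p = 0.335). SEC61A1, the protein channel of the endoplasmic reticulum, moved from 1.41 (standard error 0.60) to 0.04 and DERL2, which acts in the removal of misfolded proteins, from -0.39 (standard error 0.17) to -0.10.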

MUN livers showed 4 networks inhibited by XBP1 (X-Box Binding Protein 1), an X-box binding transcription factor, ATF4 (Activating Transcription Factor 4), a transcription factor that binds the cAMP response element, NUPR1 (Nuclear Protein 1, Transcriptional Regulator), a transcriptional coactivator, and MLXIPL (MLX Interacting Protein Like), a basic helix-loop-helix-leucine zipper transcription factor that activates carbohydrate response elements in a glucose-dependent manner. The networks for these regulators include a total of 308 targets, of which 55% were down-regulated (Figure S13, Table 12, Table S7).

In skeletal muscle, 4 regulatory networks met criteria for CON response to HFCS. Two networks were inhibited by regulators HNF4A (Hepatocyte Nuclear Factor 4 α), a transcription factor, and SMAD7 (SMAD Family Member 7), a signaling antagonist, with 60% of the 221 targets were down-regulated (Figure S14, Table 12, Table S8); and 2 networks were activated by regulators ESR1 (Estrogen Receptor 1), a ligand activated transcription factor, and IGF2BP1 (Insulin Like Growth Factor 2 mRNA Binding Protein 1), an RNA binding factor that facilitates mRNA transport, but only ~ 50% of the targets were up-regulated (Figure S15, Table 12, Table S8). 

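In CON skeletal muscle ESR1 differed by 0.16 log2 units between HFCS and chow (standard error 0.08, adjusted p = 0.394) and IGF2BP1 by 0.19 (standard error 0.12, adjusted p = 0.45). SMAD7 was not tested, as its 2 named probes were detected on at most 1 of 24 muscle arrays, and HNF4A had no probe with its symbol in the probe table used here.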

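PPARGC1A, which encodes the PGC-1 alpha coactivator of mitochondrial genes, differed by -0.66 log2 units in MUN skeletal muscle between HFCS and chow (standard error 0.60, adjusted p = 1).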

For MUN skeletal muscle network response to HFCS, one network regulated by PPARGC1A (PPARG Coactivator 1 α), a transcriptional coactivator, was inhibited with most targets down-regulated (Figure S16, Table 12, Table S8).

In adipose tissue, CON HFCS response revealed one network activated by ESR1 and contained 76 targets of which 61% were up-regulated. This network is of interest in that it contains genes related to wound healing, phagosome formation, glucocorticoid signaling, and G-protein coupled receptor signaling. Also of interest is inclusion of ACACA (Acetyl-CoA Carboxylase Alpha), the rate limiting enzyme in fatty acid synthesis, which has not previously been linked to adipose tissue metabolic signaling (Figure S17). 

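The RNA of ESR1 in CON adipose differed by 0.06 log2 units between HFCS and chow (standard error 0.11, adjusted p = 0.939).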

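ACACA in CON adipose differed by 0.06 log2 units between HFCS and chow (standard error 0.10, adjusted p = 0.943). Of 17 measured genes of fatty acid and triglyceride synthesis 14 were lower in CON on HFCS, with a mean of -0.14 (adjusted p = 0.438), among them FASN, the fatty acid synthase, at -0.70 (standard error 0.39), while ELOVL5, which lengthens polyunsaturated fatty acids, was at 0.51 (standard error 0.17). In MUN the list fell, with 14 of 17 lower and a mean of -0.49 (adjusted p = 4.44e-05, and adjusted p = 0.838 with an estimated correlation and 0.9 with the animal as a block), in 5 of 6 animals (exact p = 0.0625 over 6 animals). The stearoyl-CoA desaturase SCD was at -1.55 (standard error 0.74) and FASN at -0.89 (standard error 0.39) in MUN, with adjusted p = 0.999. The change in MUN minus that in CON was -0.35 (adjusted p = 0.116, exact permutation p = 0.4 over 6 against 6 animals). On HFCS the list was lower in MUN than in CON, 16 of 17 with a mean of -0.41 (adjusted p = 0.00476, and adjusted p = 0.887 with an estimated correlation and 0.675 with the animal as a block), and 1 member, ELOVL5 at -0.72 (standard error 0.17, adjusted p = 0.156 over all genes), was called when adjusted over the list alone.

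**Figure D4:**
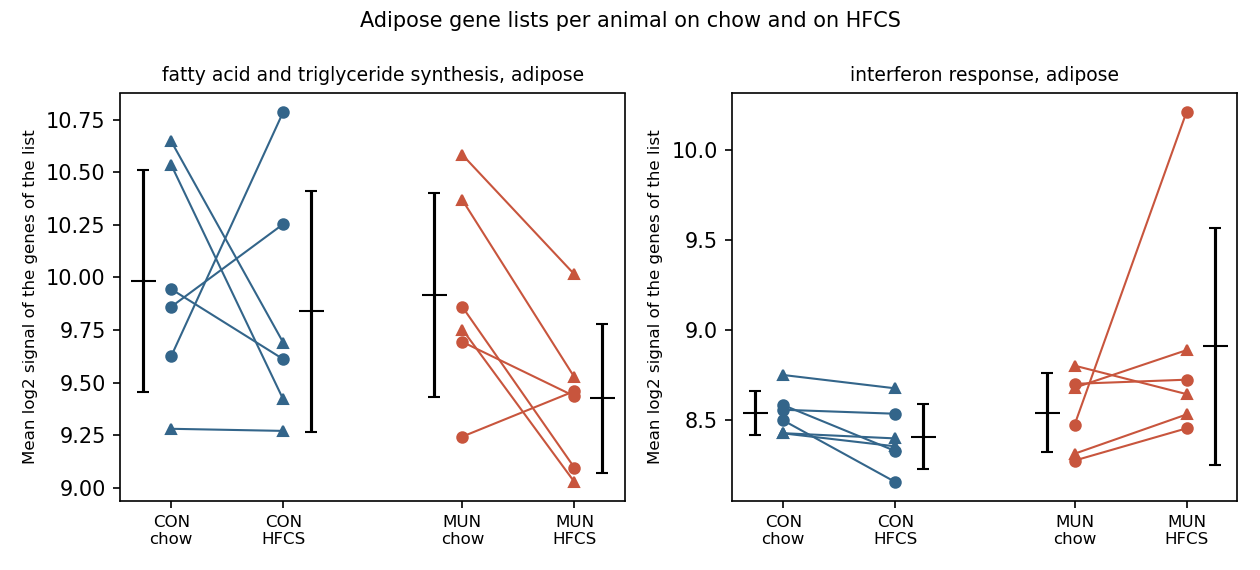
Mean log2 signal of the fatty acid and triglyceride synthesis genes (left) and of the interferon response genes (right) in adipose, by group. Each line joins the chow and HFCS arrays of 1 animal, circles are females, triangles are males, and the black marks are the mean and SD. The synthesis list was lower on HFCS in 5 of 6 MUN animals.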

In MUN adipose tissue, HFCS response revealed one network inhibited by SREBF2 (Sterol Regulatory Element Binding Transcription Factor 2), a transcription factor that regulates cholesterol homeostasis, and one network activated by EPAS1 (Endothelial PAS Domain Protein 1), a transcription factor induced by oxygen. 

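In MUN adipose the RNA of SREBF2 differed by -0.12 log2 units between HFCS and chow (standard error 0.07, adjusted p = 0.999) and that of EPAS1, the hypoxia factor HIF-2 alpha, by 0.13 (standard error 0.18, adjusted p = 0.999). Of 11 measured genes of cholesterol biosynthesis, the main targets of SREBF2, 8 were lower with a mean of 0.01 and a test statistic below 0 (adjusted p = 0.819).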

In the SREBF2 network, only 7 of the 15 (47%) target genes were down-regulated (Figure S18), and in the EPAS1 network, 50% of the 16 target genes were up-regulated. Interestingly, both networks contained genes related to sirtuin signaling, glucocorticoid signaling, TR/RXR activation, and LXR/RXR activation (Figure S19, Table 12, Table S9). These findings in MUN adipose were similar to liver pathway enrichment in which only one of the 81 pathways met EoP criteria suggesting lack of coordinated molecular response to HFCS challenge in MUN offspring.

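Over the lists tested, those that changed from chow to HFCS numbered 3 of 34 in CON livers and 0 of 34 in MUN livers, and with an estimated correlation 3 and 0. With the weak arrays left out they numbered 4 in CON and 5 in MUN, with 1 and 0 with an estimated correlation and the 5 in MUN included macrophage markers and interferon response genes as higher and fatty acid synthesis as lower. In skeletal muscle 2 of 30 lists changed in CON and 5 in MUN (2 and 6 with the weak array left out), and in adipose 2 of 21 in CON and 3 in MUN, none of them with an estimated correlation. Of those in MUN, immediate early genes and extracellular matrix in muscle and interferon response in adipose did not pass without the array that stood apart for the list. The difference of the changes was tested for every list, also for those that passed in neither group. It passed for 2 lists in liver (6 with the weak arrays left out) and 2 in skeletal muscle (0 with the weak array left out). In adipose it passed for 1 (interferon response, 0 without MUN replicate 2 on HFCS), and with an estimated correlation for none. In liver the splicing factors had passed in neither group, nor had ribosomal proteins and glucocorticoid targets among the 6. From the small number of pathways that met its criteria in MUN, the paper proposes that MUN offspring lacked a coordinated molecular response to the HFCS challenge.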

#### Cellular response to the HFCS challenge: liver, skeletal muscle, and omental adipose tissues

Liver glycogen content decreased from baseline to the end of challenge in CON, but not in MUN offspring (Figure 2). Adipocyte size increased in CON from baseline to the end of challenge and was greater than MUN at the end of challenge; while MUN adipocyte size did not change from baseline to the end of challenge (Figure 3). Interestingly, adiponectin, leptin, and adipsin measures did not correlate with adipocyte cell size for either group on either diet (not shown). Mitochondrial number in skeletal muscle did not differ between MUN and CON (not shown).

## Discussion

A common scenario in many human populations is exposure to a poor nutritional environment *in utero* followed by a postnatal calorie rich environment. This mismatch in available calories is thought to predispose MUN offspring to early onset metabolic dysregulation leading to obesity,^25^ type 2 diabetes,^26,27^ and cardiovascular disease.^28,29^ Previous studies have shown that moderately reduced caloric intake in our baboon model detrimentally impacts overall fetal growth leading to IUGR,^30^ with alterations to the fetal heart,^31,32^ adipose,^33^ kidney,^23,34,35^ liver,^10,36^ and brain frontal cortex.^37^ In addition, IUGR correlates with changes in abundance of appetitive neuropeptides in the ARH of the near-term fetus, which may alter appetitive drive and contribute to obesity in MUN offspring.^9^

Two major questions from NHP fetal studies are: 1) Do fetal effects of MUN persist in postnatal life of IUGR juvenile offspring? 2) Does a caloric mismatch between *in utero* and postnatal life result in appetitive and metabolic dysregulation in juvenile primates? To our knowledge this is the first study comparing CON and MUN postnatal juvenile NHP, and the impact of total caloric mismatch between fetal and postnatal life on metabolic functions in CON and MUN NHP juveniles. In our studies on fetal impact of MUN, we found molecular alterations in multiple tissues that differed from those altered in rodents (e.g.,^38–41^). Therefore, we used unbiased molecular analyses to identify signaling pathways and regulatory networks altered by MUN.

To address the question whether fetal effects of MUN persist in postnatal life of IUGR NHP juvenile offspring, we compared molecular pathways, as well as morphometric measures, appetite, and clinical measures of metabolism in MUN with CON age-matched offspring prior to a HFCS challenge, i.e., animals were maintained on a low cholesterol, low fat chow diet from weaning until the study began. Liver molecular analyses revealed that few pathways containing DEG had coordinated activity, including many metabolic pathways such as fatty acid beta oxidation, oxidative phosphorylation, and mTOR signaling. In addition, pathways that showed coordinated regulation included spliceosomal cycling, UPR and BAG2 signaling, which all play roles in molecular diversity, and were up-regulated in MUN compared with CON. These findings are consistent with our previous study of MUN fetal livers in which we also found increased transcript splicing.^12^ In skeletal muscle, we found many significantly enriched pathways, however, similar to liver almost all pathways showed lack of coordinated regulation. The one coordinated pathway was calcium signaling, which was down-regulated, suggesting decreased muscle function in MUN offspring compared with CON.

At the beginning of the study, MUN animals weighed less, and had less muscle and fat mass than CON. In addition, MUN animals had greater serum concentrations of satiety hormones adiponectin and leptin, and lesser amounts of liver glycogen in MUN offspring compared with CON. Taken together, our results strongly support persistence of fetal programing in primate juvenile MUN offspring with overall growth restriction, altered appetitive drive, and altered molecular networks in metabolic tissues (Fig. 4A).

To address the question of MUN offspring response to caloric mismatch, we compared age-matched CON and MUN juvenile offspring response to a 7-week HFCS diet plus high fructose drink. The challenge aimed to mimic a mismatch of nutrients between fetal and juvenile developmental periods. MUN offspring weighed the same as CON, with no differences in body weight, fat mass, or lean mass at the end of challenge suggesting catchup growth by MUN offspring. Few studies have been published evaluating metabolism in mammalian MUN juvenile offspring that demonstrated catch-up growth. One study of IUGR juvenile sheep by Muhle et al.^42^ found catch up growth in response to an energy dense diet. Studies in humans and animal models have shown that catch-up growth in IUGR offspring is associated with higher abdominal fat mass, blood pressure, total cholesterol, and insulin resistance (e.g., ^43,44^).

Quantification of satiety hormones showed 2.6-fold greater serum concentrations of leptin in MUN versus CON offspring. These findings are consistent with increased fructose drink consumption in MUN offspring and indicate that satiety signals differ in MUN offspring compared with CON. We did not find differences in measures related to liver function, lipid metabolism, or glucose metabolism. However, we did find differences in liver glycogen content with CON animals showing decreased glycogen content in response to the challenge, with no change in MUN (Fig. 4B). Our findings are similar to Stanhope and Havel who showed association of failed insulin rise with high fructose consumption and detrimental metabolic consequences such as obesity and insulin resistance.^45^

It is possible that the effects of MUN on clinical measures related to liver function are not manifest during the juvenile developmental period due to the large metabolic demands of rapid growth. This is supported by the dramatic tissue-specific differences in HFCS diet response where CON offspring greatest response is in skeletal muscle, but MUN offspring greatest response is in liver, which is also supported by the differences in liver glycogen with CON animals but not MUN (Fig. 4B).

Our observations of uncoordinated regulation of metabolic pathways and coordinated regulation of pathways specifically related to molecular diversity, are similar to studies of environmental challenges in yeast,^46^ plants,^47,48^ invertebrates,^49^ and vertebrates,^50^ showing increased molecular diversity with different stressors. Furthermore, studies of aging have shown dysregulation of mTOR signaling, autophagy, and mitochondrial energetics which negatively impacts aging processes in organisms ranging from worms, to flies, to mice.^51^ Our findings of a large number of DEG enriching a large number of pathways that are not coordinately regulated in MUN liver and skeletal muscle suggest that the increased molecular diversity is not adaptive, but requires further investigation.

An interesting observation relevant to metabolism and energy management is increased fat cell size in CON with HFCS diet, but not MUN offspring (Fig. 4B), providing additional cellular evidence of different energy management by MUN offspring than CON, i.e., tissue-specific management of excess energy. Previous studies have reported that large adipocytes increase release of inflammatory cytokines with detrimental health outcomes.^52–54^ Although we see an increase in adipocyte size in CON offspring, cell size is still within Category I.^55^ Thus, CON offspring adipocyte size increase may not be metabolically detrimental, but rather a healthy response to a high-energy diet in juveniles, i.e., proper storage of excess lipid. In contrast, the lack of adipocyte size increase and greater proportion of small adipocytes in MUN offspring, which have been associated with ectopic lipid accumulation,^56^ suggest a maladaptive response to the high-energy diet. Our findings of fundamental adipocyte differences are supported by molecular data showing coordinated networks in CON but not MUN offspring. In addition, the ESR1 regulated network in CON adipose includes ACACA, the rate limiting enzyme in fatty acid synthesis,^57^ a gene not previously associated with adipose energy management. Our unbiased molecular analyses may have revealed ACACA as an important factor influencing adipocyte function. Taken together, our study reveals fundamental differences between MUN and CON offspring when fed a healthy chow diet, as well as significantly different responses to the HFCS diet at the hormonal, cellular, and molecular levels.

## Conclusion

We hypothesized that programing by MUN persists postnatally, and that molecular signaling alterations in metabolic systems precede alterations in standard clinical metabolic measures. We found that MUN juveniles challenged with an energy dense diet for 7 weeks, a mismatch from the *in utero* environment, demonstrated tissue-specific molecular signaling differences in liver and skeletal muscle, catch up growth with age-matched CON, and significant metabolic differences in hunger and satiety hormones with a high-energy diet. Future studies are required to determine whether these alterations manifest as cardiometabolic disease as these animals age.

## Supplementary Material

1

## Figures and Tables

**Figure 1.**
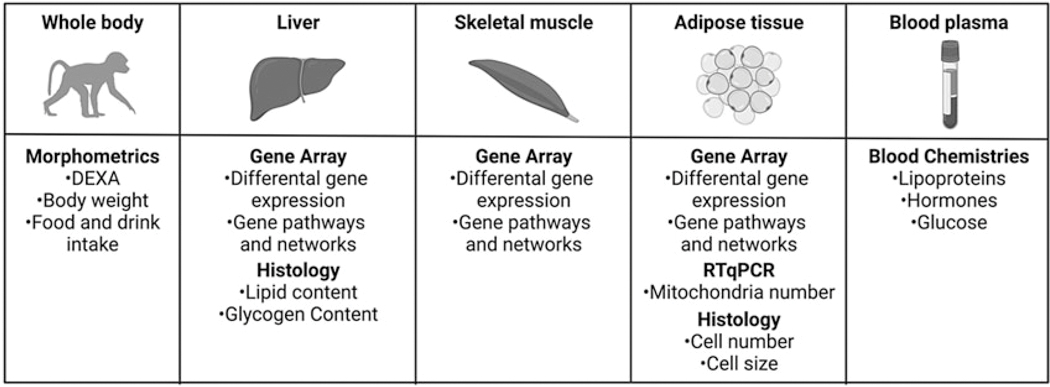
Overview of study design. Offspring investigated in this study were juvenile age from differing maternal in utero environments prior to a 7-week high fat, high fructose, high-salt diet with high fructose drink data was collected from whole body, liver, skeletal muscle, adipose, and blood plasma for functional and molecular analysis. Created with BioRender.com.

**Figure 2.**
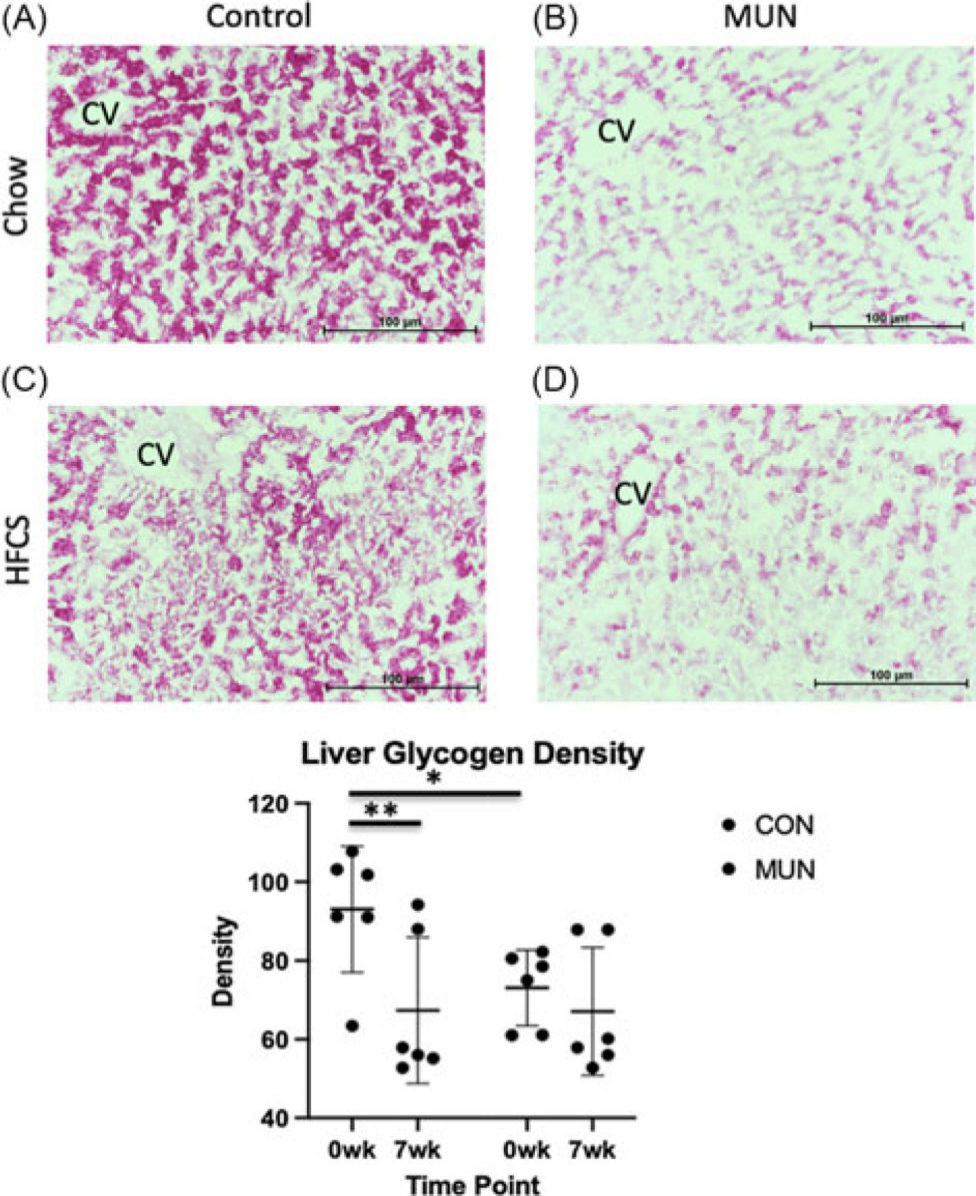
Liver glycogen density from control (CON) (A) and maternal undernutrition (MUN) (B) at baseline, CON (C) and MUN (D) after a 7-week high fat, high fructose, high-salt diet with high fructose drink. E. shows results for CON (*n* = 7) and MUN (*n* = 6) at both time points. Circles indicate CON and boxes indicate IUGR. * denotes adjusted *p* < 0.05.

**Figure 3.**
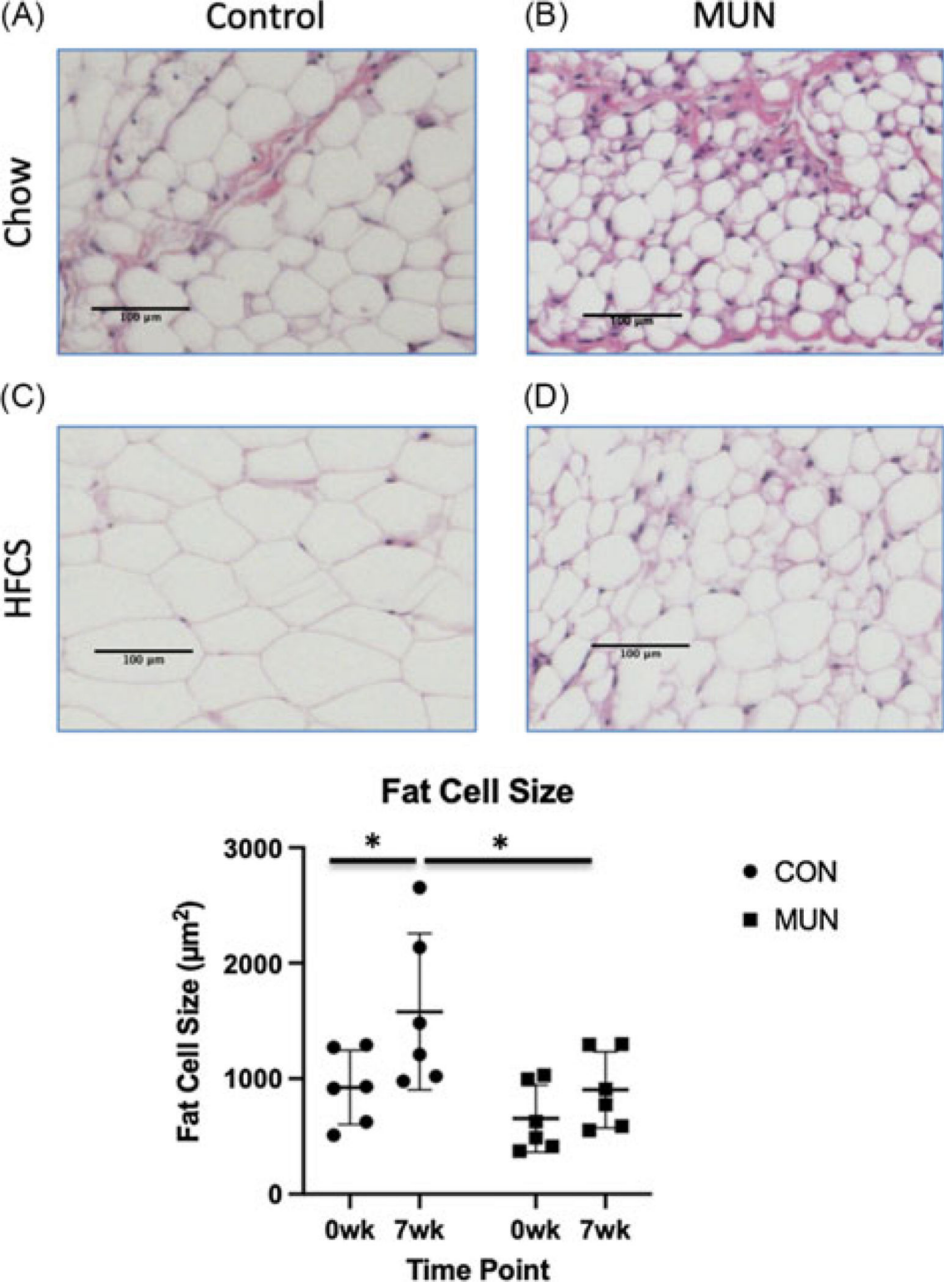
Adipocyte size in representative omental fat sections from control (CON) (A) and maternal undernutrition (MUN) (B) at baseline, CON (C) and MUN (D) after a 7-week high fat, high fructose, high-salt diet with high fructose drink. E. shows results for CON (*n* = 7) and MUN (*n* = 6) at both time points. Circles indicate CON and boxes indicate MUN. * denotes adjusted *p* < 0.05.

**Figure 4.**
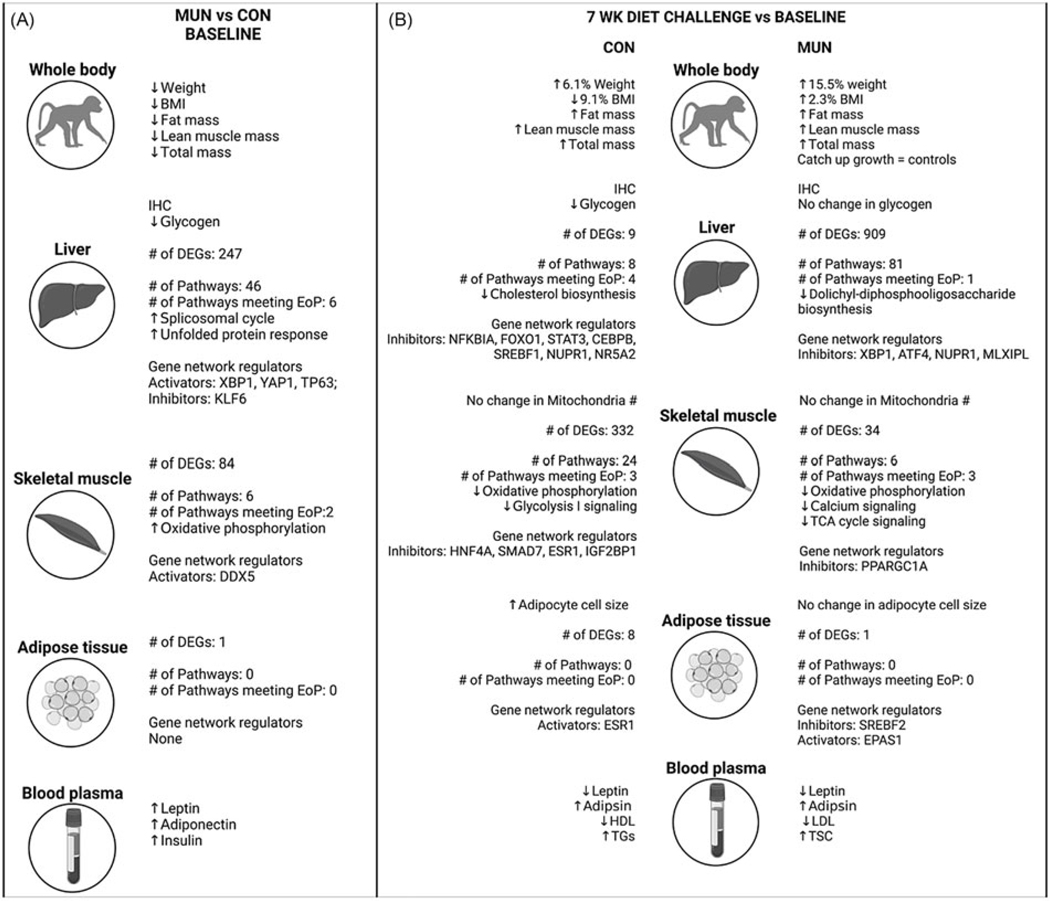
Summary of study findings. Results from comparisons in maternal undernutrition (MUN) vs control (CON) animals at baseline (A) are shown with arrows indicating a measure was statistically significantly increased or decreased in MUN animals across whole body, skeletal muscle, liver, adipose, and blood measures. Findings from gene array analysis including gene pathways and networks are also summarized. Results from the 7 week diet challenge compared to the baseline timepoints for CON and MUN groups respectively follow the same data summary organization as A. Differentially expressed genes, end of pathway. Created with BioRender.com.

**Table 1.** Comparison between control (CON) and maternal undernutrition groups for morphometric measures at baseline and the end of the 7-week challenge

	Weight (Kg)			Height (cm)		BMI (Kg/cm2)	
Group	Newborn	0wk	7wk	0wk	7wk	0wk	7wk

CON	0.919	13.91	14.77	89.61	97.13	17.34	15.64

CON SEM	0.056	0.56	0.73	1.49	2.57	0.63	0.36

IUGR	0.727	11.41	12.65	88.67	93.75	14.37	14.20

IUGR SEM	0.043	1.00	1.20	2.69	2.31	0.68	0.66

p value 0wk IUGR vs CON	**0.022**	**0.024**	0.166	0.734	0.370	**0.001**	0.085

p value CON 7wk vs 0wk			**0.040**		**0.035**		0.072

p value IUGR 7wk vs 0wk			**0.015**		**0.011**		0.344

**Table 2.** Comparison between control (CON) and maternal undernutrition groups for body composition from DEXA at baseline and at the end of the 7-week challenge

	bone mass (gm)		fat mass (gm)		lean mass (Kg)		total mass (Kg)	
Group	0wk	7wk	0wk	7wk	0wk	7wk	0wk	7wk

CON	578.3	641.4	525.4	574.7	12.29	13.13	13.40	14.35

CON SEM	29.6	38.1	22.0	26.7	0.52	0.67	0.57	0.73

IUGR	468.5	550.2	406.7	479.8	9.57	11.22	10.44	12.25

IUGR SEM	56.7	69.5	40.5	52.6	0.94	1.20	1.04	1.32

p value 0wk IUGR vs CON	0.101	0.256	**0.021**	0.120	**0.023**	0.175	**0.025**	0.175

p value CON 7wk vs 0wk		**0.039**		**0.024**		**0.027**		**0.025**

p value IUGR 7wk vs 0wk		**0.012**		**0.017**		**0.016**		**0.0154**

**Table 3.** Comparison between control (CON) and maternal undernutrition groups for ALT, AST, glucose, and cortisol measures at baseline and at the end of the 7-week challenge (mg/dL)

Group	ALT (U/L)		AST (U/L)		Glucose (mg/dL)		Cortisol (ug/dL)	
	0wk	7wk	0wk	7wk	0wk	7wk	0wk	7wk

CON	21.43	11.43	26.14	24.43	61.57	61.00	39.94	38.31

CON SEM	4.02	2.64	1.92	4.36	1.99	1.91	2.32	4.10

IUGR	17.50	14.00	29.83	17.83	68.33	71.33	43.13	41.18

IUGR SEM	2.22	3.11	4.41	2.97	7.95	2.91	6.09	3.73

p value 0wk IUGR vs CON	0.433	0.539	0.435	0.253	0.394	**0.011**	0.613	0.620

p value CON 7wk vs 0wk		**0.004**		0.734		0.839		0.751

p value IUGR 7wk vs 0wk		0.328		**0.001**		0.791		0.795

**Table 4.** Comparison between control (CON) and maternal undernutrition groups for serum lipid measures at baseline and at the end of the 7-week challenge (mg/dL)

	HDL-C (mg/dl)		LDL-C (mg/dl)		Triglycerides (mg/dl)		TSC (mg/dl)	
Group	0wk	7wk	0wk	7wk	0wk	7wk	0wk	7wk

CON	66.21	55.21	32.29	30.29	35.86	46.29	99	85.64

CON SEM	2.55	3.37	3.31	2.78	2.82	5.19	4.12	5.16

IUGR	62.92	59.92	37.17	25.5	37.67	43.83	100.33	85.58

IUGR SEM	4.33	6.77	3.77	3.53	6.97	4.85	6.36	6.89

p value 0wk IUGR vs CON	0.534	0.534	0.350	0.303	0.804	0.739	0.860	0.995

p value CON 7wk vs 0wk		**0.029**		0.602		**0.039**		0.059

p value IUGR 7wk vs 0wk		0.643		**0.015**		0.394		**0.0054**

**Table 5.** Comparison between control (CON) and maternal undernutrition groups for serum insulin, leptin, and adiponectin at baseline and at the end of the 7-week challenge

Group	Adiponectin (ng/ml)		Adipsin (ng/ml)		Leptin (ng/ml)		Insulin (IU/mL)	
	0wk	7wk	0wk	7wk	0wk	7wk	0wk	7wk

CON	53,410.9	72,621.5	3658.2	5410.0	3.12	0.96	10.33	7.98

CON SEM	5977.1	18,754.5	249.7	401.0	0.35	0.35	2.69	2.09

IUGR	140429.0	85,664.6	4197.2	5860.2	5.36	2.51	31.68	14.71

IUGR SEM	36,809.1	15,178.8	324.3	632.9	0.50	0.44	17.20	3.06

p value 0wk IUGR vs CON	**0.042**	0.618	0.230	0.570	**0.005**	**0.023**	0.211	0.090

p value CON 7wk vs 0wk		0.280		**0.008**		**0.004**		0.522

p value IUGR 7wk vs 0wk		0.301		**0.030**		**0.020**		0.370

**Table 6.** Summary of comparison between control and maternal undernutrition groups for gene expression

	Adipose		Liver		Skeletal muscle	
	Chow	HFHS	Chow	HFHS	Chow	HFHS

Genes Up	1	13	194	6	49	48

Genes Down	0	20	53	8	35	93

Total Diff Exp	1	33	247	14	84	141

Genes Detected	19,419	19,419	19,419	19,419	19,419	19,419

Percent Up	100.0	39.4	78.5	42.9	58.3	34.0

Percent Down	0.0	60.6	21.5	57.1	41.7	66.0

Percent Diff	0.0	0.2	1.3	0.1	0.4	0.7

FDR corrected p-values, ≥1.2 fold change.

**Table 7.** Summary of comparison between control and maternal undernutrition groups for pathway enrichment

	Adipose		Liver		Skeletal muscle	
	Chow	HFHS	Chow	HFHS	Chow	HFHS

Pathways Up	0	1	31	19	3	2

Pathways Up EoP	–	0	5	0	1	0

Pathways Down	0	7	15	1	3	12

Pathways Down EoP	–	1	1	0	1	0

Total Diff Pathways	0	8	46	20	6	14

Percent Up	–	12.5%	67.4%	95.0%	50.0%	14.3%

Percent Down	–	87.5%	32.6%	5.0%	50.0%	85.7%

Pathway enrichment p-value < 0.01 for DEG p-value < 0.05 and contains FDR gene(s).

EoP - pathway met End of Pathway Criteria (see Methods).

**Table 8.** Summary of comparison between control and maternal undernutrition groups for regulatory networks

	Adipose		Liver		Skeletal muscle	
	Chow	HFHS	Chow	HFHS	Chow	HFHS

Networks Up	0	1	3	3	1	0

Percent Up-Regulated Genes	–	53	25	85	83	–

Networks Down	0	2	1	0	0	0

Percent Down-Regulated Genes	–	65	25	–	–	–

Total Diff Networks	–	3	4	3	1	0

Percent Networks Up	–	33.3%	75.0%	100.0%	100.0%	–

Percent Networks Down	–	66.7%	25.0%	0.0%	0.0%	–

Network p-value < 0.01 for direct connection genes < 0.05 and Network Regulator differentially expressed consistent with network activation/inhibition status.

**Table 9.** Comparison between control (CON) and maternal undernutrition groups for sugar drink consumption adjusted by body weight (L/Kg)

Group	1wk	2wk	3wk	4wk	5wk	6wk	7wk	7wk Avg
CON	0.053	0.054	0.047	0.035	0.045	0.035	0.009	0.040
CON SEM	0.015	0.007	0.011	0.008	0.011	0.012	0.006	0.005
IUGR	0.105	0.070	0.076	0.053	0.075	0.057	0.032	0.067
IUGR SEM	0.012	0.008	0.010	0.009	0.014	0.012	0.006	0.005
adj. p-value	**0.018**	0.155	0.062	0.411	0.199	0.300	0.108	**0.008**

**Table 10.** Summary of gene expression comparison between control (CON) and maternal undernutrition groups for HFCS vs chow diets

	Adipose		Liver		Skeletal muscle	
	CON	IUGR	CON	IUGR	CON	IUGR

Genes Up	8	1	1	295	195	7

Genes Down	0	0	8	614	137	27

Total Diff Exp	8	1	9	909	332	34

Genes Detected	19,419	19,419	19,419	19,419	19,419	19,419

Percent Up	100.0	100.0	11.1	32.5	58.7	20.6

Percent Down	0.0	0.0	88.9	67.5	41.3	79.4

Percent Diff	0.0	0.0	0.1	4.7	1.7	0.2

Includes FDR corrected p-values and ≥1.2 fold change.

**Table 11.** Summary of pathway enrichment comparison between control (CON) and maternal undernutrition groups for HFCS vs chow diets

	Adipose		Liver		Skeletal muscle	
	CON	IUGR	CON	IUGR	CON	IUGR

Pathways Up	0	0	1	57	14	3

Pathways Up EoP	–	–	0	0	1	1

Pathways Down	0	0	7	24	10	3

Pathways Down EoP	–	–	4	1	2	2

Total Diff Pathways	–	–	8	81	24	6

Percent Up	–	–	12.5%	70.4%	58.3%	50.0%

Percent Down	–	–	87.5%	29.6%	41.7%	50.0%

Pathway enrichment p-value < 0.01 for DEG p-value < 0.05 and contains FDR gene(s). EoP - pathway met End of Pathway Criteria (see Methods).

**Table 12.** Summary of regulatory network comparison between control (CON) and maternal undernutrition groups for HFCS vs chow diets

	Adipose		Liver		Skeletal muscle	
	CON	IUGR	CON	IUGR	CON	IUGR

Networks Up	1	1	0	0	2	0

Percent Up-Regulated Genes	61	50	–		60	–

Networks Down	0	1	7	4	2	1

Percent Down-Regulated Genes	–	47	82	55	46	98

Total Diff Networks	1	2	7	4	4	1

Percent Networks Up	100.0%	50.0%	0.0%	0.0%	50.0%	0.0%

Percent Networks Down	0.0%	50.0%	100.0%	100.0%	50.0%	100.0%

Network p-value < 0.01 for direct connection genes < 0.05 and Network Regulator differentially expressed consistent with network activation/inhibition status.

## Data Availability

The gene expression data of this study are openly available in repository Gene Expression Omnibus (GEO Series accession number GSE235713).

How the deposited data were processed for this re-analysis (not part of the article)

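Gene expression was compared between juvenile baboons whose mothers were fed a restricted diet in pregnancy and lactation (MUN) and those of mothers fed freely (CON), 6 animals each with 3 females and 3 males. Liver, vastus lateralis skeletal muscle and omental adipose were taken from the same animals on chow and after 7 weeks on HFCS, which gives 72 arrays, 24 per tissue. No animals stayed on chow, so the diet cannot be told apart from time or from effects of the first biopsy. Each biopsy was hybridised to a human Illumina BeadChip. The intensity values used here are probe signals on a linear scale that the authors exported from GenomeStudio as deposited, without normalization, and they lie between 62.1 and 36505.6 over 47231 probes. The score that stands beside each signal is the detection score of the authors' GenomeStudio export, which rises towards 1 for a probe above the negative controls, although its columns are named as p-values. The deposited value table of the series was checked against the signals. The rank correlation of each array's values with its signals was 1, the medians of its columns lay between 121.04 and 121.05 and the values of 1 rank differed by at most 0.727% between arrays, so the authors' table holds quantile normalized intensity values on a linear scale. The paper's tests were made in Partek, and no version of either tool is given in the sources used here.

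A probe was kept where its detection score was above 0.95 on at least 6 of the 24 arrays of its tissue. Signals were put on the log2 scale without background correction and quantile normalized within each tissue over the kept probes, in R 4.3.3 with limma 3.58.1. Only probes with 1 gene symbol in the series' probe table were used, and a gene with several kept probes was represented by the one with the highest mean. The kept probes numbered 13611 in liver, 13076 in skeletal muscle and 15084 in adipose, for 8685, 8052 and 9277 genes. Of the probes of the signal table 11143 are not in the series' value table and have no name here. Probes were designed on human transcripts, so a gene whose baboon sequence differs at the probe can appear dim, and paralogs and pseudogenes such as RPL13AP5 can share signal.

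For each tissue limma fitted the means of the 4 groups with a moderated spread, and the contrasts were MUN against CON on chow and on HFCS, HFCS against chow in CON and in MUN, and the difference between those changes. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.2, as in the paper, with all arrays and the sexes combined. Gene lists were tested with camera from limma at a preset correlation of 0.01, with the correlation estimated from the residuals, and with fry with the animal as a block, and adjusted over the lists of a tissue. The mean of a list per animal was compared by two-sided exact tests, over 924 splits of 12 animals between groups and over 64 sign flips of 6 animals between diets. Females and males were compared with the animal as a random block, using statmod 1.5.0. Figures were drawn with matplotlib 3.10.9 and numpy 2.4.6. The fits were tested on simulated data with 200 changed genes.

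The genes named in the text were set by a rule written before the data were examined. It takes every regulator or target the paper names, LEP, ADIPOQ and CFD in adipose, up to 12 called genes in each direction per comparison, and the members with the smallest p of each list used, up to 4 where some are called and up to 3 where none is. Parts of the paper's Tables S1 and S2 had been seen before it was written, and the lists of acute phase genes, immediate early and stress genes, extracellular matrix and muscle regeneration were written with those rows in view. Genes named outside the rule, chosen after their values were seen, are the markers of sex, of carried-over liver RNA and of the muscle arrays with high collagen, the genes called without the weak arrays, and TTR, MAFF and ALB.

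The animals pair the arrays of the diets, since the paper and the labels give the same animals at both times. Animals were matched by the last digits of the number in the labels, as the numbers of the liver samples carry a further leading digit. The deviations of same-animal arrays from their group means had a median correlation of 0.368 in liver (11 of 12 animals above 0.1), 0.176 in skeletal muscle (7 of 12) and 0.203 in adipose (9 of 12). The design without the animal, as the paper's text names no pairing, gave the main values, and the animal as a block was an alternative. The other alternatives set beforehand were normexp background correction with an offset of 16, no detection filter, detection in all 24 arrays, quantile normalization over all 72 arrays, the authors' normalized values, every probe tested, only the groups compared, array weights, an ordinary F-test, no fold threshold and leaving out each animal in turn. Leaving out the 4 weak arrays, defined by a median correlation under 0.9 with the other arrays of their tissue, leaving out the muscle array with liver transcripts, and leaving out single arrays whose list mean stood apart from its group were added after seeing the data.

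Detection depends on the signal over background, and the number of arrays limits the precision of each difference. The detected probes per array ranged from 3179 to 14438. Estrogen signaling had no list here. TP63, YAP1, HNF4A and CFD had no probe with their symbol in the probe table, and BAG2 in liver and SMAD7 in muscle were not kept by the detection filter, so they were not tested.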

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

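The tests of the 3 patterns weighed here were chosen after the result was seen, while the counts over other splits of the arrays were planned.

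On the array of the skeletal muscle of CON replicate 1 on chow, a female, ALB had a log2 signal of 14.32, against at most 7.54 on the other muscle arrays outside the weak one, and 23 of 26 genes abundant in liver were highest on this array. Transcription of these genes in the muscle, or RNA of the animal's own liver, is argued against as the sole source of these signals by the Y-linked RPS4Y1. It stood at 8.82 and so 1.43 log2 units above the highest of 11 other female muscle arrays, while 12 female liver arrays lay at or below 6.71. Liver RNA of a male animal carried into the sample is a candidate explanation, as RPS4Y1 alone would put its share at 5.55% of a male liver, within the range of 2.45% to 16.6% (10th to 90th percentile, median 9.20%) given by the 26 genes, whose shares ran from -0.00997% for APOH to 63.9% for ALB itself. Its XIST signal was 8.99, with at least 8.66 on the other female muscle arrays. RPS4Y1 shows RNA of a male but not the tissue it came from, as male muscle arrays outside the weak one lay at 10.71 or above. RNA of the animal's own liver beside other male RNA was not tested and is not excluded.

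In liver the immediate early and stress genes, a list written after rows of the paper's Table S1 had been seen, were higher in CON than in MUN on chow, and with the weak arrays left out they were lower on HFCS in 6 of 6 CON animals and 2 of 4 MUN animals. More macrophages in the CON biopsies on chow are argued against as the source of the fall in CON by the macrophage markers, which differed by 0.003 between diets in CON livers (95% interval -0.388 to 0.395), while the list differed by -0.616 (-0.905 to -0.327). For the difference between the groups on chow they remain a candidate explanation, as the macrophage markers differed by -0.441 in MUN against CON livers (exact permutation p = 0.0286, and adjusted p = 0.209 with an estimated correlation and 0.424 with the animal as a block). A response of the whole animal stays open, since the list in CON skeletal muscle differed by 0.146 between diets (95% interval -0.256 to 0.547) and in CON adipose by -0.038 (-1.09 to 1.015), and the maternal diet itself and the handling of the biopsies, shared or not, remain open and untested. Within females the list was at 8.82 ± 0.48 (SD, n = 3) in CON and 8.27 ± 0.07 (SD, n = 3) in MUN on chow, and the single male MUN array left was at 8.57 against 9.03 ± 0.02 (SD, n = 3) in CON males.

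The skeletal muscle arrays of CON replicates 4 and 5 and MUN replicate 5 on HFCS held high collagen and embryonic myosin signals, with MYH3 between 9.92 and 11.25 against at most 6.92 on the other HFCS arrays. Connective tissue in the biopsy stays undecided, since these arrays were picked by an MYH3 signal over 2 log2 units above the muscle median. CHRNA1, like MYH3 a gene of immature or denervated fibers, did not enter that choice. It stood above the highest other HFCS array by at least 1.87. MYOG, a regulator of the same fibers, lay at 7.35 to 7.75 against 8.05 on another HFCS array. COL3A1 lay at 7.48 to 7.88 against 7.41, and SPARC, which binds collagen, at 8.18 to 9.42 against 8.39. The maternal group and sex stay open and untested, with 2 of the arrays from CON and 1 from MUN, and 3 among 6 males and 0 among 6 females. Regrowth at the site of the first biopsy may be the source, and the count of 3 of 12 arrays on HFCS against 0 of 11 on chow (Fisher's exact p = 0.217) is too small to decide it.

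Among 144 groups of arrays tested for a value far from the rest, 29 held one, where chance gives about 1 in 20, or 7.20, and 16 of the 29 came from weak arrays. Detected probes stood apart on adipose CON replicate 3 on HFCS (14438), liver MUN replicate 4 on HFCS (4741), muscle CON replicate 5 on chow (3179) and muscle MUN replicate 5 on HFCS (11613). The weak liver array of MUN replicate 4 on HFCS had low list means in log2 units for splicing factors of the hnRNP and SR families (7.70), cytosolic chaperones (7.57), secreted proteins (8.02), ribosomal proteins (7.89) and cholesterol biosynthesis (8.27), and a high one for dolichol-linked oligosaccharides (8.02). Low means stood on the weak muscle array of CON replicate 5 on chow for oxidative phosphorylation (8.05), nucleotide excision repair (7.52), calcium handling (7.99), beta adrenergic signaling (7.91), slow fibers (8.02), fatty acid oxidation (7.99), glycolysis (8.37) and the TCA cycle (8.13). Elsewhere in muscle, list means stood apart for extracellular matrix (10.26) and regeneration genes (8.93) in MUN replicate 5 on HFCS, interferon response in CON replicate 6 on HFCS (8.20), glycolysis in CON replicate 4 on HFCS (10.01) and MUN replicate 6 on chow (10.66), and immediate early genes in CON replicate 2 on chow (8.91) and MUN replicate 3 on HFCS (9.28). In adipose they did for immediate early genes in MUN replicate 5 on chow (10.13), extracellular matrix in MUN replicate 2 on chow (10.27) and interferon response in MUN replicate 2 on HFCS (10.21), and in liver for erythroid markers in CON replicate 5 on chow (8.34).

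The change on HFCS differed between MUN and CON for splicing factors of the hnRNP and SR families in liver (adjusted p = 0.0287), immediate early genes in liver (adjusted p = 0.000555), ribosomal proteins (adjusted p = 0.0328) and oxidative phosphorylation (adjusted p = 0.000887) in skeletal muscle and interferon response genes in adipose (adjusted p = 0.00378), all from camera with all arrays. Interferon response had an adjusted p of 0.106 without MUN replicate 2 on HFCS. None of these 5 passed with an estimated correlation, where the adjusted p was 0.816, 0.335, 0.759, 0.759 and 0.691, or with the animal as a block, where it was 0.611, 0.611, 0.771, 0.664 and 0.835. Of the lists in liver and muscle, the immediate early genes alone still passed in camera with the weak arrays left out (adjusted p = 6.11e-08, and adjusted p = 0.166 with an estimated correlation and 0.0825 with the animal as a block), while the splicing factors had a mean of -0.09 (adjusted p = 0.0649), oxidative phosphorylation -0.07 (adjusted p = 0.275) and the ribosomal proteins turned from -0.50 to 0.10 (adjusted p = 0.0977, and 0.00504 with the animal as a block). Adipose held no weak array. Between females and males, which the paper combined for its tests of these arrays, 3 genes were called in liver, 8 in skeletal muscle and 58 in adipose.

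Other splits of the same arrays were fitted in the same way. For the 6 genes called in CON skeletal muscle between diets 1 of 32 splits, the real one, gave as many and the highest other count was 0. This share is under 0.05 but is the smallest these splits allow, in 1 of several comparisons tested in this way. As the count was 0 with the animal as a block or with only the groups compared and 0 to 4 without 1 animal, chance is not firmly excluded. For the 2 genes called between MUN and CON adipose on HFCS 2 of 100 splits gave as many and the highest other count was 2, a share under 0.05, but as another split reached the real count and it was 0 with normexp or without CON replicate 3, chance is not firmly excluded. Chance is excluded for the count by sex in adipose (58 genes, 1 of 100 splits, highest other 14). In skeletal muscle the real split by sex also gave the most (8 genes, 1 of 100, highest other 2). Both counts include XIST, RPS4Y1 and RPS4Y2 of the sex chromosomes, which had to differ in the real split. No split was run without them, so in muscle chance is not excluded for the other genes. For sex in liver 4 of 100 splits gave at least the 3 genes, but the highest other split called 1051, which points to a structure of the liver arrays. With the weak array left out, the 42 genes of CON muscle stood against a highest other count of 8 in 16 splits, too few for a share under 0.05. For the comparisons with 0 genes called these splits decide nothing, as any count is at least 0 and so 100 of 100 splits between maternal groups and 32 of 32 between diets reached it, with a highest other count of 2 in skeletal muscle and adipose on chow, 1 in liver on chow and in the difference of changes in adipose, and 0 in the rest.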

How the results depend on the processing

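The weak arrays, the muscle array with liver transcripts and single arrays that stood apart for a list were left out as alternatives chosen after seeing the data, and all other settings were set beforehand. Under the planned settings 345 counts and component tests stayed within 1.5 times the count or on the same side of the threshold, 32 moved further and 1 no longer passed. Of the values of named genes 2023 stayed on the same side of the threshold and 32 no longer passed. Only 8 of the 202 named genes were called in the main setting, so only values of these 8 could stop passing. Most of the 2023 values belong to genes that stayed uncalled, and they do not show that calls are stable. Many of the 345 likewise come from comparisons without a called gene. Of the 202 named genes 21 changed sign under some setting. Of 51 lists called by camera 3 passed with an estimated correlation and 1, the immediate early genes in CON liver between diets, passed in fry with the pairing of animals as a block. That list was written after rows of the paper's Table S1 had been seen. The BeadChip as a block was not run, as no positions are given in the sources used here. What low signal over background limits is the detection of a gene on the 4 weak arrays.

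In CON skeletal muscle, where 6 genes were called between diets, the count was 0 over the probes detected in all 24 arrays and with only the groups compared, 3 with every probe tested, 11 with array weights, 42 with the weak array left out, 21 with it left out and an ordinary F-test, and 0 with it left out and only the groups compared. Leaving out each animal in turn gave 0 to 4, with 4 without MUN replicate 4. With the pairing of animals as a replicate block it was 0, and with the weak array left out as well 21, while in the same paired fit with the weak arrays left out 4 genes were called in CON liver, 1 in the difference of changes in liver and 1 in MUN muscle, where the main count was 0. The block changed no other count of calls. Array weights gave 1 gene in CON liver and 1 in MUN adipose between diets. For MUN against CON adipose on HFCS, with 2 genes called, the count was 0 with normexp background correction and 1 with only the groups compared, and leaving out each animal gave 0 (without CON replicate 3) to 3 (without CON replicate 1). In CON adipose between diets it gave 0 to 1, with 1 without CON replicate 5, and in the other comparisons 0 to 0. Between the sexes, detection in all 24 arrays gave 1 gene in liver, 0 in skeletal muscle and 36 in adipose, and leaving out the weak arrays 22 in liver and 43 in muscle. Sex on the first muscle component had an exact p of 0.271 over 1000 genes and 0.0844 without the weak array.

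Without the weak arrays the direction turned in 12 cases of a list in a comparison called by camera with or without them, 8 called with all arrays and 4 only without. In MUN against CON liver on chow, secreted proteins had an adjusted p of 0.252 with the weak arrays left out, 0.736 with an estimated correlation as well and 0.912 with the pairing as a block as well, ribosomal proteins 0.423, 0.944 and 0.912, hepatocyte markers 0.181 and oxidative phosphorylation 0.252. On HFCS they were 0.432 for hepatocyte markers, 0.00936 for fatty acid oxidation and 0.0305 for oxidative phosphorylation (the latter 2 at 0.827 with an estimated correlation and 0.79 with the pairing as a block), and in MUN liver between diets 0.0176 for secreted proteins (0.646 and 0.522). In muscle, ribosomal proteins had 0.233 on chow, 0.13 in CON between diets (0.0152 with the pairing as a block) and 0.0977 in the difference (0.00504), and oxidative phosphorylation in CON between diets 0.0013 (adjusted p = 0.771 with an estimated correlation and 0.649 with the pairing as a block), or 0.00111 without the array with liver transcripts as well (adjusted p = 0.837 and 0.71). Without both, calcium handling on chow turned too (adjusted p = 0.63), and ribosomal proteins had 0.0476 and 0.0182 with the pairing as a block in CON between diets and in the difference. Extracellular matrix in MUN muscle between diets turned without MUN replicate 5 on HFCS (adjusted p = 0.82). With all arrays, beta adrenergic genes in CON muscle between diets and in the difference passed only with the pairing as a block (adjusted p = 0.00919 and 0.042). For these changes the arrays left out are the setting itself, and for the rest the cause was not tested.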

Differences from the paper's values

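The paper's counts of DEG were made at the thresholds used here (FDR under 0.05 and a fold change of 1.2), but not over the same genes. Its tables give the same number of detected genes for every tissue. That number is larger than the 8685 genes tested here in liver, 8052 in skeletal muscle and 9277 in adipose. Probes without a gene symbol were not used here, and how far this moves the counts was not tested. The alternatives named below were set before the data were examined. On chow, the paper gives 194 genes higher and 53 lower in MUN liver, 49 and 35 in skeletal muscle and 1 higher in adipose, where 0 were called here in each direction. On HFCS the paper gives 6 and 8 in liver and 48 and 93 in skeletal muscle, against 0 here, and 13 and 20 in adipose, against 1 and 1. For CON from chow to HFCS the paper gives 1 higher and 8 lower in liver and 8 higher in adipose, against 0, and 195 higher and 137 lower in skeletal muscle, against 6 and 0. For MUN the paper gives 295 and 614 in liver, 7 and 27 in skeletal muscle and 1 higher in adipose, against 0. Its running text gives 36 genes in CON adipose and 8 in MUN adipose at an FDR under 0.05, naming no fold threshold, against 0 here. Without a fold threshold it is 0 here as well, as the smallest adjusted p from limma was 0.0849 in CON and 0.11 in MUN. The paper's Table 10 adds the fold change of 1.2 and gives smaller numbers for them. Each of these counts was recomputed under 23 alternatives. With array weights 1 gene was higher in MUN adipose on HFCS, the paper's number, and no other alternative reached a count that does not differ by the rule used here. The highest counts among them were 8 higher and 3 lower in CON skeletal muscle, 2 and 2 in adipose on HFCS, 1 lower in CON liver and 1 higher in CON adipose. With the weak arrays left out, which was chosen after seeing the values, CON skeletal muscle had 24 higher and 18 lower. At an unadjusted p under 0.05, between MUN and CON on chow and on HFCS, 342 and 224 genes differed in liver, 591 and 344 in skeletal muscle and 326 and 903 in adipose. From chow to HFCS, 54 differed in CON and 849 in MUN liver, 703 and 358 in adipose, and 1073 in CON skeletal muscle, with 54 higher and 59 lower in MUN skeletal muscle. Without the weak arrays the liver counts from chow to HFCS were 287 in CON and 286 in MUN, and those in skeletal muscle 1317 and 308. Between MUN and CON on chow and on HFCS they were then 332 and 461 in liver and 569 and 765 in skeletal muscle.

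For each comparison the largest rise and fall among the genes tested were read from the held parts of the paper's Tables S1 and S2. Of these 16 log2 fold changes 3 differ, in sign or by more than the error, the larger SD between replicates of the groups compared. This bound is wide, at 3.05 for ALB and 2.08 for MYH3 in CON skeletal muscle between diets. For MYH3 the paper's 2.53 and the 1.03 found here thus count as not differing. For MAFF in liver the paper gives 4.75 between MUN and CON on HFCS and 4.82 in MUN from chow to HFCS, against -0.061 and -0.09 here, and none of 22 alternatives came within the error. For ALB in skeletal muscle between MUN and CON on chow the paper gives -4.99, against -1.65 here, and the difference lay within the error with normexp background correction and without CON replicate 2, 3, 4 or 6. This value rests on the array of CON replicate 1 on chow, where ALB stood at 14.32 against at most 7.54 on the other muscle arrays outside the weak one, and without that animal it was -0.57. For 3 genes whose value lay within the error, leaving out the weak arrays, a setting chosen after seeing the values, gave one further from the paper's than the SD between replicates. These were MGP in liver between MUN and CON on chow (the paper's 2.06, against 1.09 here and 0.23 without the weak arrays), SLC22A17 in MUN liver from chow to HFCS (-1.75, against -0.92 and -0.08) and PKIA in skeletal muscle between MUN and CON on chow (1.53, against 1.22 and 0.61).

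The paper's pathways come from IPA, with direction judged at the end of a pathway, and the gene lists used here are not those pathways. A list with another direction here therefore does not by itself contradict the paper. The paper states that calcium signaling and beta adrenergic signaling were down-regulated in MUN muscle on chow, whereas 19 of 23 calcium handling genes (adjusted p = 0.0157, and adjusted p = 0.817 with an estimated correlation and 0.522 with the animal as a block) and 9 of 12 beta adrenergic genes (adjusted p = 0.595) were higher here with all arrays, and 11 of 23 calcium genes were higher when the weak array and the one with liver transcripts were left out. For CON muscle on HFCS the paper states that oxidative phosphorylation and glycolysis were down-regulated. Here 44 of 59 and 11 of 15 genes were higher with all arrays, and 44 of 59 and 11 of 15 lower with the weak array left out, a setting chosen after seeing the values. The paper states that the chaperone pathway of BAG2 was up-regulated in MUN liver on chow, where 8 of 14 chaperones were lower here (adjusted p = 0.528), and 10 of 14 were higher with the weak arrays left out. It states that no adipose pathway met its criteria on HFCS, while camera called 2 lists in CON and 3 in MUN here, and none with an estimated correlation. From principal components and clustering, the paper states that sex contributed nothing significant to the array data. With all arrays no exact test of sex on the first 3 components passed here either (smallest adjusted p = 0.205, adipose component 3). As single genes, 3 in liver (XIST, RPS4Y1 and RPS4Y2), 8 in skeletal muscle and 58 in adipose were called between females and males here (1, 0 and 36 over the probes detected in all 24 arrays). The paper also states that treatment group and diet were the greatest source of variation in each dataset. On the first component of each tissue here, the exact permutation p was 0.297 in liver, 0.108 in skeletal muscle and 0.885 in adipose for the maternal group, and 0.607, 0.52 and 0.781 for the diet. Without the weak arrays, a setting chosen after seeing the values, diet passed on the third liver component (exact p = 0.00391, adjusted p = 0.026) and sex on the second (exact p = 0.00216, adjusted p = 0.026). The Y-linked RPS4Y1 had the largest weight on that second component (0.248), so its difference between the sexes is partly built in.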

Other observations

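In skeletal muscle on HFCS, erythroid markers were higher in MUN than in CON, 6 of 6 with a mean log2 difference of 0.95 (adjusted p = 0.000151, and adjusted p = 0.157 with an estimated correlation and 0.312 with the animal as a block, exact permutation p = 0.0411 over 6 against 6 animals). AHSP, a chaperone of alpha globin, differed by 0.26 (standard error 0.08) and was called when adjusted over the list alone, and HBA1 differed by 1.71 (standard error 0.89). Interferon response genes were higher as well, 5 of 5 with a mean of 0.36 (adjusted p = 0.00584, and adjusted p = 0.2 with an estimated correlation and 0.473 with the animal as a block), with IFI6 at 0.60 (standard error 0.28) and OAS1 at 0.34 (standard error 0.16). Extracellular matrix genes were lower in MUN, 19 of 20 with a mean of -0.40 (adjusted p = 0.00122, and adjusted p = 0.977 with an estimated correlation and 1 with the animal as a block), with POSTN at -0.80 (standard error 0.41). The matrix list was written after rows of the paper's Table S2, which come from these muscle arrays, had been seen. The p-values of this list are therefore no independent support. POSTN lay between 8.04 and 10.12 in CON replicates 4 and 5 and MUN replicate 5 on HFCS and at most at 7.42 on the other HFCS arrays of muscle. The mean of the matrix list was -0.71 without MUN replicate 5 on HFCS, a value that still holds the arrays of CON replicates 4 and 5. In adipose on HFCS, interferon response genes were higher in MUN, 8 of 8 with a mean of 0.50 (adjusted p = 0.000821, and adjusted p = 0.887 with an estimated correlation and 0.556 with the animal as a block, exact permutation p = 0.0281), with IFI6 at 1.02 (standard error 0.36), IFI27 at 0.96 (standard error 0.39) and 1 MUN animal, replicate 2, far above the rest. Without it 7 of 8 were higher with a mean of 0.24 (adjusted p = 0.067).

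In liver on HFCS, splicing factors of the hnRNP and SR families were lower in MUN, 23 of 27 with a mean of -0.28 (adjusted p = 0.000659, and adjusted p = 0.652 with an estimated correlation and 0.665 with the animal as a block, exact permutation p = 0.0303), among them HNRNPA2B1 at -0.81 (standard error 0.43). With the weak arrays left out 23 of 27 were lower with a mean of -0.10 (adjusted p = 0.00678, and adjusted p = 0.827 with an estimated correlation and 0.677 with the animal as a block, exact permutation p = 0.0606). Glycogen metabolism genes did not pass the test in any of the 5 liver comparisons. Of 10 measured in liver, 8 were higher in MUN on chow (adjusted p = 0.946), with a median of 0.06 and a mean of -0.01, and 6 were higher on HFCS than on chow in CON (adjusted p = 0.994). In skeletal muscle 7 of 13 were higher in MUN on chow (adjusted p = 0.875). In adipose from chow to HFCS, LEP differed by 0.00 in CON and by -0.26 (standard error 0.16) in MUN, and ADIPOQ, whose probe was detected on 17 of 24 adipose arrays, by 0.02 and 0.00. The genes of leptin and adiponectin are those whose proteins the paper measured in plasma, and CFD, the gene of adipsin, had no probe with its symbol here.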
